# The miRNA biogenesis pathway prevents inappropriate expression of injury response genes in developing and adult Schwann cells

**DOI:** 10.1002/glia.23516

**Published:** 2018-10-08

**Authors:** Deniz Gökbuget, Jorge A. Pereira, Lennart Opitz, Dominik Christe, Tobias Kessler, Antonin Marchais, Ueli Suter

**Keywords:** development, injury, miRNAs, peripheral nervous system, Schwann cells

## Abstract

Proper function of the nervous system depends on myelination. In peripheral nerves, Schwann cells (SCs) myelinate axons and the miRNA biogenesis pathway is required for developmental myelination and myelin maintenance. However, regulatory roles of this pathway at different stages of myelination are only partially understood. We addressed the requirement of the core miRNA biogenesis pathway components Dgcr8, Drosha, and Dicer in developing and adult SCs using mouse mutants with a comparative genetics and transcriptomics approach. We found that the microprocessor components Dgcr8 and Drosha are crucial for axonal radial sorting and to establish correct SC numbers upon myelination. Transcriptome analyses revealed a requirement of the microprocessor to prevent aberrantly increased expression of injury‐response genes. Those genes are predicted targets of abundant miRNAs in sciatic nerves (SNs) during developmental myelination. In agreement, Dgcr8 and Dicer are required for proper maintenance of the myelinated SC state, where abundant miRNAs in adult SNs are predicted to target injury‐response genes. We conclude that the miRNA biogenesis pathway in SCs is crucial for preventing inappropriate activity of injury‐response genes in developing and adult SCs.

## 1 INTRODUCTION

A system is defined as robust when it maintains its function in the presence of internal or external perturbations (Kitano, 2004). Posttranscriptional regulation by microRNAs (miRNAs) is an important mean to confer such robustness to developmental transitions and cellular identities (Ebert & Sharp, 2012). miRNAs are a prominent class of small noncoding RNAs that mainly serve to silence their target mRNAs. Biogenesis of most miRNAs requires the sequential processing of the primary miRNA transcript by RNAse III‐like enzymes Drosha, which together with Dgcr8 constitutes the microprocessor, and Dicer to yield a ~22 nucleotide duplex. One strand of the mature miRNA duplex is loaded into Argonaute (Ago) proteins and serves as a guide by imperfect base pairing with target mRNAs, allowing Ago‐dependent recruitment of additional factors and resulting in translational repression, mRNA deadenylation, and mRNA decay. Besides this canonical miRNA biogenesis, some miRNAs (referred to as noncanonical miRNAs) bypass the requirement of the microprocessor or Dicer by being substrates of alternative processing factors such as the spliceosome or the cleaving activity of Ago2 (Ha & Kim, 2014).

Myelination is a crucial feature of the nervous system, fostering refined propagation of electrical signals and providing support to axons. In the peripheral nervous system (PNS), myelination is accomplished by Schwann cells (SCs). These specialized glial cells are derived from the neural crest as the product of differentiating SC precursors (Jessen & Mirsky, 2005; Pereira, Lebrun‐Julien, & Suter, 2012). Initially, immature SCs surround large bundles of axons in groups, while gradually expanding their population as they engage and sort out single axonal segments from the bundles, a process termed radial sorting (Feltri, Poitelon, & Previtali, 2016). After radial sorting is accomplished, myelination is started by SCs that exit the cell cycle and activate a gene program associated with the myelinated SC fate. The resulting myelinating SC state needs to be actively maintained to counteract demyelination‐inducing gene programs and to balance myelin turnover (Decker et al., 2006). In response to peripheral nerve injury, however, myelinating SCs have the remarkable capability to be reprogrammed to repair SCs (also known as Bungner cells) that promote regeneration of injured nerves (Jessen, Mirsky, & Lloyd, 2015).

We have recently found that let‐7 miRNAs drive the onset of myelination (Gökbuget et al., 2015), and loss of Dgcr8 or Dicer in SCs impaired this developmental process (Bremer et al., 2010; Lin, Oksuz, Hurley, Wrabetz, & Awatramani, 2015; Pereira et al., 2010; Verrier, Semple‐Rowland, Madorsky, Papin, & Notterpek, 2010; Yun et al., 2010). Dgcr8‐ablated SCs appeared to be more affected than Dicer‐ablated SCs, in line with potential additional functions of the microprocessor in myelination (Lin et al., 2015). Furthermore, aberrant expression of repair SC markers and failure of proper myelin maintenance were noted. In an injury setting, SC‐specific ablation of Dicer, followed by sciatic nerve (SN) crush, resulted in mildly affected remyelination (Viader, Chang, Fahrner, Nagarajan, & Milbrandt, 2011).

In this study, we aimed to complement the existing knowledge and to gain further insights into the mechanistic functions of the miRNA biogenesis pathway in developmental myelination and myelin maintenance. To achieve this goal, we used a comparative genetic approach to quantitatively dissect the relative requirements and contributions of the SC‐expressed microprocessor‐components Dgcr8 and Drosha, as well as Dicer in regulating the myelinating SC fate. We found that the microprocessor is required for the early onset of radial sorting by promoting the establishment of correct SC numbers. Furthermore, comparative RNA sequencing analysis revealed a regulatory requirement of the microprocessor to prevent inappropriately elevated or de novo expression of injury‐induced genes in developing nerves. Additionally, we found that both Dicer and Dgcr8 are required for proper maintenance of myelinating SCs.

## 2 MATERIALS AND METHODS

### 2.1 Animal models

Mice (*Mus musculus*) depleted of DGCR8, Dicer, or Drosha specifically in SCs were obtained by crossing homozygous *Dgcr8* ^flox/flox^ (Yi et al., 2009), *Dicer1* ^flox/flox^ (Murchison, Partridge, Tam, Cheloufi, & Hannon, 2005), or *Drosha* ^flox/flox^ (Chong, Rasmussen, Rudensky, & Littman, 2008) with *Dhh* ^*Cre*^ mice (Jaegle et al., 2003) heterozygous for *Dgcr8* ^flox/wt^, *Dicer1* ^flox/wt^, or *Drosha* ^flox/wt^. SC‐specific Tamoxifen‐inducible floxed DGCR8 and Dicer mice and Cre‐negative controls were generated by crossing *Dgcr8* ^flox/flox^ or *Dicer1* ^flox/flox^ with *P0‐Cx32* ^*CreERT2*^ mice (Leone et al., 2003) homozygous for *Dgcr8* ^flox/flox^ or *Dicer1* ^flox/flox^. For inducible recombination, 100 μl Tamoxifen (Sigma) (20 mg/ml in sunflower oil, Sigma) was injected *i.p.* on 5 consecutive days in mutant and control animals aged between 8 and 10 weeks. *Dgcr8* ^flox/flox^, *Dicer1* ^flox/flox^, and *Drosha* ^flox/flox^ mice were backcrossed for at least 6 generations, *P0‐Cx32* ^*CreERT2*^ and *Dhh* ^*Cre*^ mice for more than 10 generations, to C57BL/6J. Mice of either gender were used in the experiments, unless indicated otherwise. Transgenic animals were identified by genomic PCR. Age of the analyzed mice is specified in the respective figure legends. The veterinary office of the Canton of Zurich approved all animal experiments in this study.

### 2.2 Reagents

For a detailed list of reagents used in this study, see Supporting Information, Table S1.

### 2.3 miRNA target prediction

miRNA target prediction was based on TargetScan for mouse. We used the R/Bioconductor package targetscan.Mm.eg.db (version 0.6.1) to extract predicted targets from TargetScan (Supporting Information, Files S1 and S2).

### 2.4 Crush injury surgery

Two‐month‐old C57BL/6J male mice were injected with buprenorphinum (Temgesic, Reckitt Benckiser) at a dosage of 0.1 mg/kg of bodyweight. The first injection was prior to the surgery, and treatment was maintained up to 2 days postsurgery. The surgery was performed under isoflurane anesthesia. An incision was performed at the height of the hip, and the sciatic nerve exposed on one side. The nerve was crushed using Dumont S&T JF‐5 forceps (FST tools) by compressing the same site (at the sciatic notch) 3 times in a row for 10 s each. The wound was sealed, and the animals euthanized 3 days after the surgery. A 7 mm piece of the injured sciatic nerve was harvested from 1 mm up to 8 mm distal to the injury site. The contralateral noninjured sciatic nerve was also harvested and processed in parallel.

### 2.5 Electron microscopy

Animals were euthanized by injection of Pentobarbital (150 mg/kg *i.p.*). Subsequently, harvested tissue was fixed with 3% glutardialdehyde (Sigma) and 4% paraformaldehyde (Electron Microscopy Sciences—EMS) in 0.1 M phosphate buffer. Next, the tissue was treated with 2% osmium tetroxide (EMS), dehydrated over a series of acetone (Merck) gradients and embedded in Spurrs resin (EMS). Imaging of ultrathin sections (65 nm) was performed using a FEI Morgagni 268 TEM for high‐resolution micrographs. For morphological quantifications, additional sections (99 nm) were harvested. These sections were collected on ITO coverslips (Optics Balzers) and the complete surface of the nerve section was imaged and analyzed using a Zeiss Gemini Leo 1530 FEG or Zeiss Merlin FEG scanning electron microscopes attached to ATLAS modules (Zeiss), allowing for imaging of large areas at high resolution.

### 2.6 RNA sequencing

Small RNA sequencing data from sciatic nerves at P1 and P60 were retrieved from the dataset available at the NCBI GEO database (GSE64562) (Gökbuget et al., 2015).

For long RNA sequencing, RNA from sciatic nerves of conditional inducible mutant animals (*P0‐Cx32* ^*CreERT2*^ heterozygous, and homozygous for either *Dicer1* ^flox/flox^ or *DGCR8* ^flox/flox^, three mice from each genotype) and their respective controls (negative for Cre, and *Dicer1* ^flox/flox^ or *DGCR8* ^flox/flox^, three mice from each genotype), and conditional mutant animals (*Dhh* ^*Cre*^ *DGCR8* ^flox/flox^ and *Dhh* ^*Cre*^ *Drosha* ^flox/flox^, three mice from each genotype) and Cre‐negative controls (three mice) was extracted with Qiazol (Qiagen) following the manufacturer's instructions. The same way, RNA was extracted from sciatic nerves of 3 dpc C57BL/6J male mice (four mice) and contralateral (four mice) and uncrushed controls (three mice). RNA quality control, library preparation, sequencing, and mapping of reads were performed at the Functional Genomics Center in Zurich (FGCZ). The TruSeq Stranded total RNA Sample Prep Kit (Illumina, Inc, CA) in combination with ribosomal RNA removal with mouse‐specific probes (RiboZero‐Gold) was used to produce RNA‐seq libraries. The quality and quantity of the generated libraries were determined by Agilent Technologies 2100 Bioanalyzer with DNA‐specific chip and quantitative PCR (qPCR) using Illumina adapter‐specific primers using the Roche LightCycler system (Roche Diagnostics). The libraries were sequenced on HiSeq2500 in paired end read mode at 2× 125 bp. NGS reads were quality‐checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed with Trimmomatic (Bolger, Lohse, & Usadel, 2014) (version 0.33, 4 bases hard‐trimming from the start, and adapter trimming at the end). We aligned the trimmed reads to the reference genome and transcriptome (FASTA and GTF files, respectively, Ensembl GRCm38) with STAR (Dobin et al., 2013) version 2.5.1b. Gene expression was quantified using RSEM (Li & Dewey, 2011) (version 1.2.22). To detect differentially expressed genes, we applied the count‐based negative binomial model implemented in the R/Bioconductor package edgeR (version 3.12) (Robinson, McCarthy, & Smyth, 2010), in which the normalization factor was calculated by trimmed mean of *M* values (TMM) method (Robinson & Oshlack, 2010). For sample clustering and visualization, we used the software Biolayout Express3D (v3.2, http://www.biolayout.org/). Heatmaps in the respective figures were generated with the R package gplots (v3.0.1) using the heatmap2‐function. To generate Venn plots, we used the R package VennDiagram (v1.6.17). The long RNA sequencing data have been deposited at the NCBI GEO database with the primary accession code GSE109075. The long RNA sequencing data for conditional Dicer mutants and controls was retrieved from the dataset available at the NCBI GEO database (GSE64562) (Gökbuget et al., 2015).

### 2.7 Immunofluorescence, TUNEL, and EdU detection

Tissues were fixed in 4% PFA and embedded in OCT compound (Sakura) after successive incubations in 10% and 20% sucrose (Sigma) in PBS. Cryosections were cut at a thickness of 10 μm and collected on Superfrost Plus slides (Thermo Scientific). For stainings, sections were fixed with 4% PFA for 10 min. For analysis of proliferation, sections were blocked for 20 min with PBS containing 3% bovine serum albumin (BSA, Sigma) and 0.5% Triton‐X100 (Sigma) followed by two washes in 3% BSA in PBS. Detection of EdU incorporation was performed by a 30 min incubation of each slide with PBS containing 20 mM CuSO_4_, 4 mM Sodium‐(+)‐l‐ascorbate and 2 μM Alexa Fluor 647 Azide (Thermo Scientific). For TdT‐mediated dUTP‐biotin nick end labeling (TUNEL), slides were blocked 1 hr in PBS containing 5% normal goat serum NGS (Life Technologies), 0.1% BSA, and 1% Triton‐X‐100 (Sigma). Labeling and detection was performed according to manufacturer's instructions (Roche). For cleaved‐Caspase 3 stainings, slides were incubated successively in 0.5% Triton‐X‐100 in PBS for 20 min and in PBS containing 5% donkey serum (Millipore), 0.5% BSA, and 0.1% Triton‐X‐100 for 30 min. Primary antibodies were rabbit‐anti‐Cleaved‐Caspase‐3 (9661, Cell Signaling, 1:400), goat‐anti‐Sox10 (AF2864, R&D, 1:100), and rat‐anti‐CD68 (MCA1957, Serotec, 1:200). Alexa‐dye conjugated secondary antibodies were used at a dilution of 1:500. Nuclei were stained by incubation with 0.1 ng/ml DAPI (Sigma) in PBS for 10 min. Microscopy was performed with the Axio Imager.M2 (Zeiss). Images were quantified using Adobe Photoshop CS5 or CS6 on at least two sections, or more than 450 cells per animal.

### 2.8 Reverse transcription and real‐time PCR

Frozen SNs were freed of peri‐ and epineurial layers and homogenized in 20 μl Qiazol (Qiagen) using chilled pestles. After addition of another 480 μl of Qiazol, total RNA was extracted according to the Qiazol manufacturer's instructions (Qiagen). RNA precipitation was enhanced using GlycoBlue Coprecipitant (Thermo Scientific). Taqman miRNA assays were performed according to manufacturer's instructions using 2–5 ng total RNA input (Applied Biosystems). Reverse transcription of total RNA was performed using 50–100 ng input with Maxima First Strand cDNA Synthesis Kit (Thermo). Subsequent quantitative real‐time PCR was performed with 2× FastStart Essential DNA Green Master Mix (Roche) on a Lightcycler 480II (Roche) using 2 μl 1:10 diluted total cDNA. PCR reactions were carried out with a minimum of three technical replicates per sciatic nerve sample. Primer sequences are supplied in Supporting Information, Table S2.

### 2.9 Gene set enrichment analysis

Gene set enrichment analysis was performed using the “GO Biological Process 2015” and “KEGG 2016” gene sets embedded in the Enrichr tool (Chen et al., 2013). Output lists (Supporting Information, Files S3–S7) were converted into the “Generic results” file format of the Enrichment Map Tool for Cytoscape 3 (Merico, Isserlin, Stueker, Emili, & Bader, 2010), which was used with an FDR cutoff 0.05. Summarized cluster names were computed with the WordCloud Cytoscape 3 plugin (Oesper, Merico, Isserlin, & Bader, 2011).

### 2.10 Statistical analysis

Statistics were performed using GraphPad Prism 6. Statistical significance of two‐group comparisons was assessed with the two‐sided two‐sample Student's *t* test and of multiple group comparisons with the two‐way anova with Tukey's multiple comparisons test was used, unless stated otherwise. Data distribution was assumed normal and variances were assumed equal, although these were not formally tested due to low sample sizes. Detailed information about error bars and sample sizes are included in all figure legends with further specifications in the Experimental Procedures section (see above). Sample size was not predetermined by statistical methods. Randomization was not applied unless stated otherwise. No blinding was applied with exception to all morphometric quantifications of electron micrographs, which were performed blinded. No samples or data were excluded from the analysis.

## 3 RESULTS

### 3.1 Axonal radial sorting requires microprocessor function in Schwann cells

To assess similarities and differences in the requirement of miRNA biogenesis pathway components Drosha, Dgcr8, and Dicer in developing SCs quantitatively and in parallel, we generated conditional SC‐specific loss‐of‐function mice (*Mus musculus*) for Dicer (Dicer cKO), Dgcr8 (Dgcr8 cKO), and Drosha (Drosha cKO) using a previously established Cre recombinase system expressed under *Dhh* gene regulatory sequences (Figure 1a) (Jaegle et al., 2003). As expected, the levels of Dicer, Dgcr8, and Drosha mRNAs and SN‐enriched miRNAs (Gökbuget et al., 2015) were strongly diminished in respective mutant mice at postnatal day (P) 1 (Figure 1b–e). Morphological analysis of SNs at P24 revealed numerous aberrant large bundles of unsorted axons, usually a unique feature of SC differentiation during the early stage of radial sorting, specifically in Dgcr8 cKO and Drosha cKO (Figure 1f–i). SNs of Dicer cKO were mainly arrested at the promyelinating (i.e., sorted but unmyelinated 1:1 SC‐axon) stage as previously described (Bremer et al., 2010; Pereira et al., 2010; Verrier et al., 2010; Yun et al., 2010), with a few small bundles remaining (Figure 1g). Quantifications confirmed an increased total SN area occupied by bundles and increased numbers of large bundles in Dgcr8 and Drosha cKO compared to Dicer cKO (Figure 1j–l). In addition, the number of SC‐axon units arrested at the promyelinating stage was decreased in Dgcr8 and Drosha cKO compared to Dicer cKO, and myelinated axons were almost completely absent (Figure 1m,n). These data indicate a specific developmental impairment of Dgcr8 and Drosha cKO. Notably, the finding is not dependent on a potential detrimental role of unsuppressed Dicer activity if the microprocessor is inactive, as simultaneous SC‐specific deletion of both Dicer and Dgcr8 (Dicer–Dgcr8 dKO) morphologically mimics the Dgcr8 and Drosha cKO phenotypes (Supporting Information, Figure S1). Furthermore, a confounding role of putative differences in genetic background is unlikely based on examinations of crossbred Dgcr8 and Dicer lines for multiple generations. Homozygous Dgcr8 mutants (heterozygous for Dicer) generated from these matings reproduced the developmental impairment displayed by Dgcr8 cKOs. Littermate homozygous Dicer mutants (heterozygous for DGCR8) closely resembled Dicer cKO (Supporting Information, Figure S1). Interestingly, no mature Remak bundles were found in any of the mutants mentioned above. Taken together, ablation of Dgcr8 and Drosha in SCs revealed a critical requirement of the microprocessor for early onset radial sorting, a necessity which is less evident when SCs lack Dicer.

**Figure 1:**
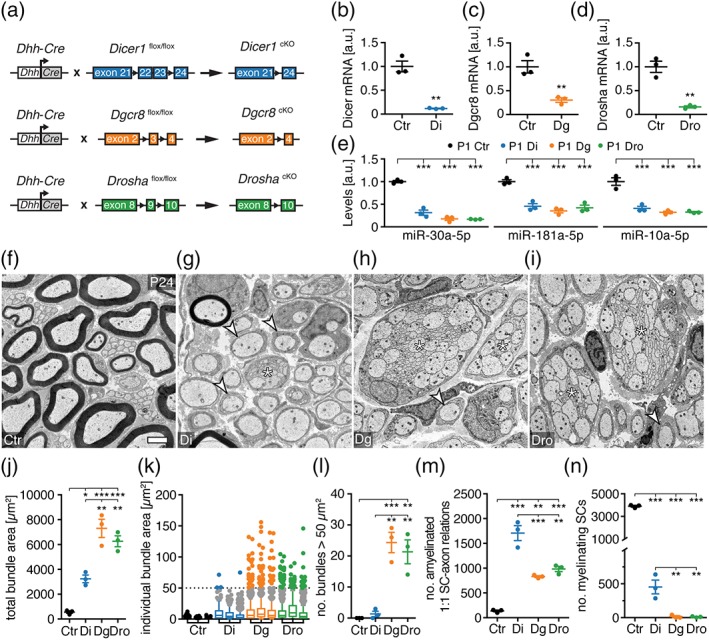
The microprocessor is required for radial sorting. (a) Scheme of conditional SC‐specific Dicer, Dgcr8, and Drosha deletion strategy. (b–d) mRNA levels of Dicer in *Dhh* ^*Cre*^ *‐Dicer1* ^*flox/flox*^ (Di) (b), Dgcr8 in *Dhh* ^*Cre*^ *‐Dgcr8* ^*flox/flox*^ (Dg) (c), and Drosha in *Dhh* ^*Cre*^ *‐Drosha* ^*flox/flox*^ (Dro) (d) compared to controls (Ctr) normalized to β‐actin mRNA in P1 SN (*n* = 3 mice per condition). (e) Levels of miR‐30a‐5p, miR‐181a‐5p, and miR‐10a‐5p in Di, Dg, and Dro compared to Ctr, normalized to sno‐202 in P1 SN (*n* = 3 mice per condition). (f–i) Electron micrographs of SNs of Ctr, Di, Dg, and Dro at P24. Examples of 1:1 SC‐axon amyelinated units (white arrowheads) and bundles of unsorted axons are highlighted (asterisks). (j) Total area covered by bundles of unsorted axons per SN cross‐section in Ctr, Di, Dg, and Dro at P24 (3 mice per condition). Unsorted bundles in mutants are defined by at least two axons in direct contact with each other, without an SC process in‐between. Bundles in controls are small caliber axons as part of Remak bundles undergoing maturation. (k) Distribution of individual bundle sizes per SN cross‐section of Ctr, Di, Dg, and Dro at P24 (one box plot per animal). Bundles larger than 50 μm^2^ are highlighted as colored data points. (l) Number of bundles of unsorted axons covering an area larger than 50 μm^2^ in SNs of Ctr, Di, Dg, and Dro at P24 (3 mice per condition). (m,n) Number of 1:1 SC‐axon amyelinated units (m) and myelinating (n) SCs per SN cross‐section in Ctr, Di, Dg, and Dro at P24 (3 mice per condition). Scale bar, 2 μm (f–i). Error bars: *SEM.* (b–e,j,l–n). Two‐sided two‐sample Student's *t* test (b–d) or one‐way anova with Tukey's multiple comparison test (e,j,l–n). *p < .05, **p < .01, ***p < .001 [Color figure can be viewed at wileyonlinelibrary.com]

### 3.2 The microprocessor ensures accurate numbers of Schwann cells during radial sorting

Next, we addressed the cellular mechanism connected to the pronounced early onset radial sorting defect observed upon microprocessor deletion. Successful radial sorting depends on, among other factors, correct expansion of the SC population to match the number of available axonal segments to be myelinated (Feltri et al., 2016). Failure to do so results in early onset radial sorting defects as observed in Dgcr8 and Drosha cKO. To address whether there are sufficient SCs in these mutants, we quantified the number of SCs in SNs of Dicer cKO, Dgcr8 cKO, Drosha cKO, and controls. We found fewer SCs in Dgcr8 and Drosha cKO (P1) compared to Dicer cKO and controls (Figure 2a,b and Supporting Information, Figure S2a,b). Further examinations revealed no detectable differences of EdU incorporation in SNs of Dicer, Dgcr8, and Drosha cKO compared to controls at P1 (Figure 2c). These findings indicate that the observed reduction in SC numbers is likely not due to reduced proliferation. Analysis of cell death, however, revealed more cleaved‐Caspase‐3 (CC3)‐positive SCs and more TUNEL‐positive cells in SNs of P1 Dgcr8 and Drosha cKO, but not in Dicer cKO, in comparison to controls (Figure 2d,e). Taken together, our data support that the microprocessor is required to ensure the correct SC number upon onset of radial sorting, at least in part by promoting SC survival.

**Figure 2:**
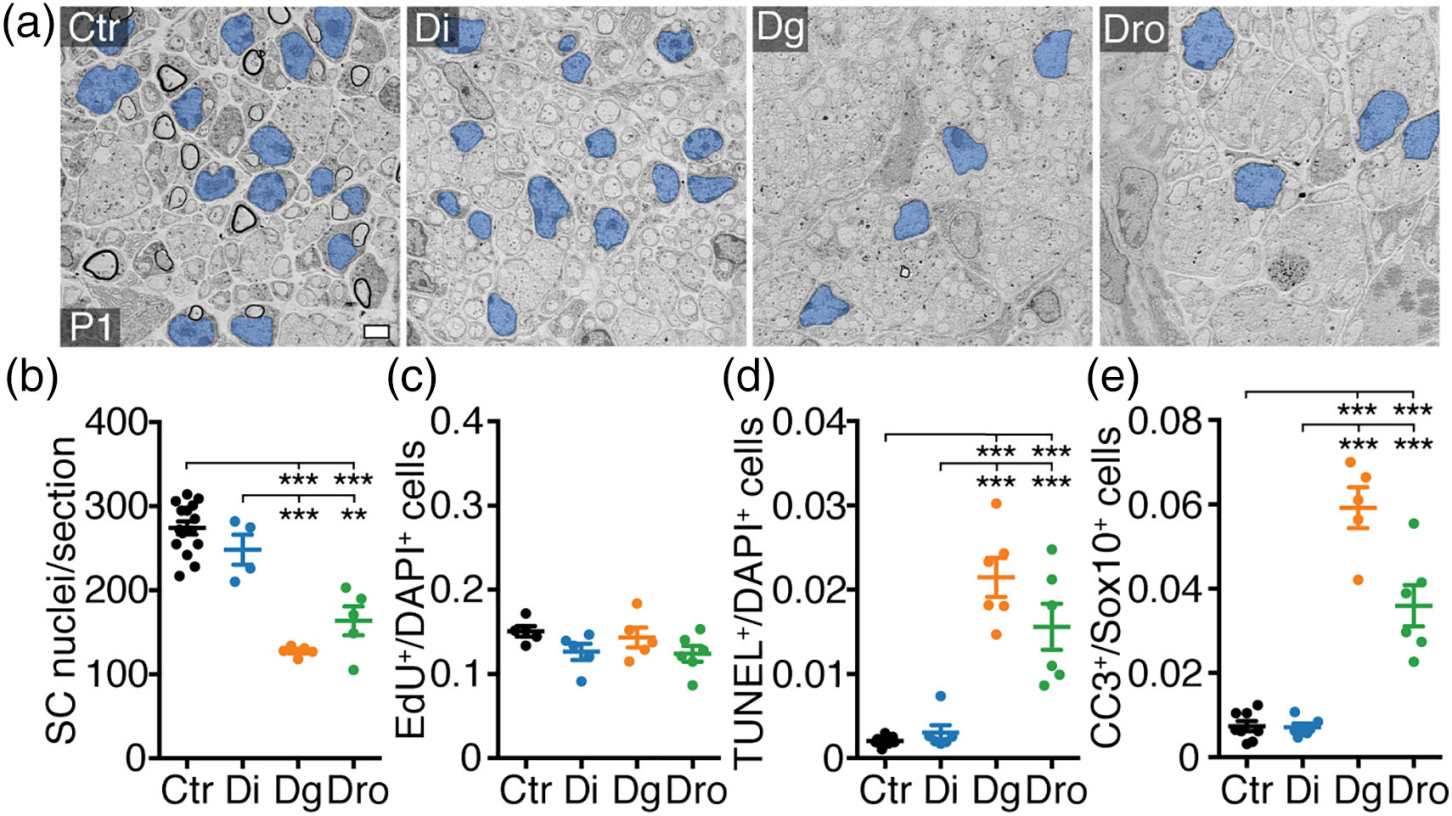
The microprocessor is required to establish correct SC numbers during radial sorting. (a) Electron micrographs of SNs of controls (Ctr), *Dhh* ^*Cre*^ *‐Dicer1* ^*flox/flox*^ (Di), *Dhh* ^*Cre*^ *‐Dgcr8* ^*flox/flox*^ (Dg), and *Dhh* ^*Cre*^ *‐Drosha* ^*flox/flox*^ (Dro) at P1. SC nuclei are false colored in blue. (b) Number of SC nuclei per SN cross‐section in Ctr, Di, Dg, and Dro at P1. Number (*n*) of animals per condition: Ctr (*n* = 15), Di (*n* = 4), Dg (*n* = 5), Dro (*n* = 5). Ctr are also represented in Supporting Information, Figure S2a. (c) Number of EdU‐positive per DAPI‐positive cells in SNs of Ctr, Di, Dg, and Dro at P1. Number (*n*) of animals per condition: Ctr (*n* = 5), Di (*n* = 5), Dg (*n* = 5), and Dro (*n* = 6). (d) Number of TUNEL‐positive per DAPI‐positive cells in SNs of Ctr, Di, Dg, and Dro at P1. Number (*n*) of animals per condition: Ctr (*n* = 7), Di (*n* = 6), Dg (*n* = 6), and Dro (*n* = 6). (e) Number of cleaved caspase 3 (CC3)‐positive per Sox10‐positive SCs in SNs of Ctr, Di, Dg, and Dro at P1. Number (*n*) of animals per condition: Ctr (*n* = 8), Di (*n* = 6), Dg (*n* = 5), and Dro (*n* = 6). *p*(Dg vs Dro) = .0004. Scale bar, 2 μm (a). Error bars: *SEM.* One‐way anova with Tukey's multiple comparison test *p < .05, **p < .01, ***p < .001 (b–e) [Color figure can be viewed at wileyonlinelibrary.com]

### 3.3 The microprocessor precludes incorrect upregulation of injury‐response genes in developing Schwann cells

To gain insights into the molecular changes linked to the early onset radial sorting defects observed upon microprocessor ablation, we performed whole‐transcriptome analysis by RNA sequencing of SNs of P1 Dgcr8 and Drosha cKO compared to Dicer cKO and controls. Evaluation of sample‐to‐sample Pearson correlation revealed clustering of Dgcr8 with Drosha cKO and Dicer cKO with controls. These findings indicate an overall similarity of Dgcr8 and Drosha cKO also on the gene expression level and show an overall difference from Dicer cKO and controls (Figure 3a). Hierarchical cluster analysis of differentially expressed transcripts further confirmed the similarities of gene expression profiles of Dgcr8 and Drosha cKO, and the differences towards Dicer cKO and controls (Figure 3b). To determine which biological processes are associated with these differences, we performed a gene ontology (GO) term enrichment analysis using the Enrichr tool (Chen et al., 2013). Given that the microprocessor mainly acts by giving rise to miRNAs that suppress target mRNAs, or in certain settings by directly binding and cleaving target mRNAs, we focused our analysis on the 533 genes robustly upregulated in Dgcr8 and Drosha cKO, qualifying them as potential primary effectors that drive the observed phenotypic differences (Figure 3c). Clustering of significantly enriched gene sets based on their degree of gene overlap using the Enrichment Map network visualization tool (Merico et al., 2010) yielded six major clusters (Figure 3d). Interestingly, multiple clusters are associated with immune system‐ and injury‐related functions, in line with previous findings implicating de novo expression of repair SC markers upon SC‐Dgcr8 ablation (Lin et al., 2015). Using qRT‐PCR on P1 SN lysates, we observed a specific enrichment of repair SC markers, including Shh and Gdnf (Jessen & Mirsky, 2016), and of transcripts that haven been previously associated with the inflammatory (Ccl2/Mcp1, Lif, Timp1, Plau) and the dedifferentiation component (Jun, Ngfr/p75) of the injury response (Arthur‐Farraj et al., 2012; Fontana et al., 2012; Napoli et al., 2012) (Figure 3e) in Dgcr8 and Drosha cKO. The elevated Ccl2 and Lif levels are not due to increased macrophage numbers (Supporting Information, Figure S2c), or a developmental delay (Supporting Information, Figure S2d,e), arguing toward de novo upregulation of these cytokines. Interestingly, miRNA target site prediction revealed conserved seed matches for SN‐enriched miRNAs at P1 (Gökbuget et al., 2015) within the 3′‐UTRs of Lif, Ngfr and Gdnf (Supporting Information, Figure S2f). Of note, the 533 transcripts upregulated in Dgcr8 and Drosha cKO show also a trend toward upregulation in Dicer cKO (Supporting Information, Figure S2g). These findings concur with the interpretation of miRNAs as major regulatory effectors in our mutants. Furthermore, the data raise the distinct possibility that differences in miRNA depletion efficiencies may underlie some of the more robust upregulations found in Dgcr8 and Drosha cKO.

**Figure 3:**
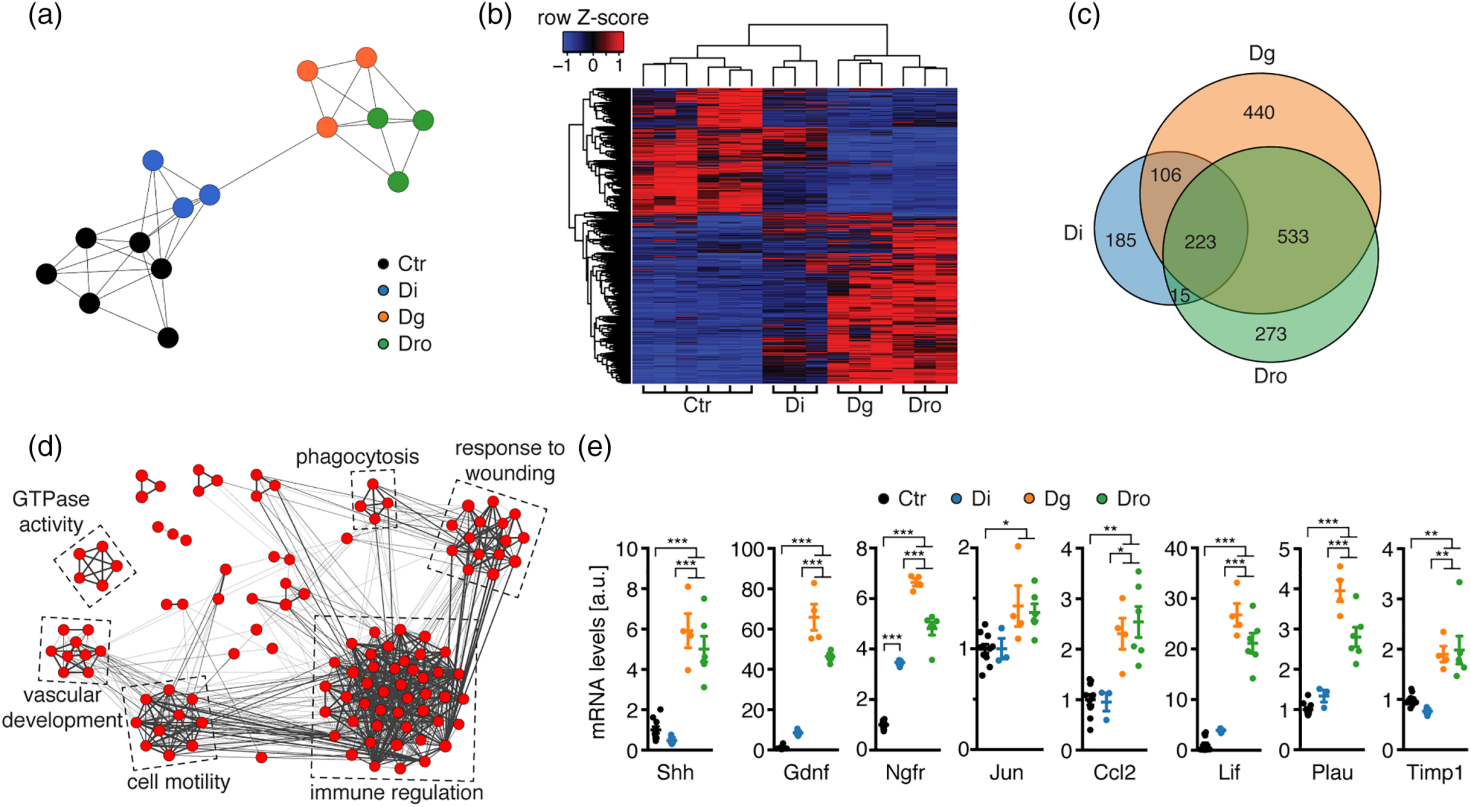
The microprocessor prevents inappropriately upregulated expression of injury‐response genes in developing SCs. (a) Sample‐to‐sample Pearson correlation clustering performed with BioLayout Express3D for log_2_‐transformed FPKM values of each analyzed control (Ctr), Dicer cKO (Di), Dgcr8 cKO (Dg), and Drosha cKO (Dro) mouse at P1. (b) Heatmap of differentially expressed (fold change ≥2, FDR ≤ 0.05) genes in Dg and Dro in comparison to Di and Ctr at P1. Color intensities represent the *Z*‐score for each row, red indicating higher expression and blue indicating lower expression. Columns and rows were organized by unsupervised clustering. (c) Venn diagram comparing upregulated genes (fold change ≥2, FDR ≤ 0.05) in RNA sequencing data from Di, Dg, and Dro compared to Ctr at P1. (d) Network graph output of enrichment map produced by Cytoscape 3 showing GO biological process gene sets (FDR < 0.05) significantly enriched among the 533 upregulated genes in both Dg and Dro. Nodes represent individual GO term gene sets. Edges represent the relatedness between the genes within the gene sets. Immune regulation and injury‐related clusters are prominent. (e) Relative mRNA levels of Shh, Gdnf, Ngfr, Jun, Ccl2, Lif, Plau, and Timp1 in SNs of Ctr, Di, Dg, and Dro at P1. Number (*n*) of animals per condition: Ctr (*n* = 10 for Shh, Gdnf, Ngfr, Ccl2, Plau, and Timp1; *n* = 11 for Jun and Lif), Di (*n* = 3), Dg (*n* = 4), and Dro (*n* = 6). Error bars: *SEM.* One‐way anova with Tukey's multiple comparison test summarized per mRNA species as *p < .05, **p < .01, ***p < .001 [Color figure can be viewed at wileyonlinelibrary.com]

GO analyses of downregulated genes in Dgcr8 and Drosha cKO yielded mainly terms associated with myelination, likely reflecting the observed developmental delay compared to Dicer cKO and controls (Supporting Information, Figure S2h).

In summary, our molecular analysis revealed major differences in gene expression of Dgcr8 and Drosha cKO compared to Dicer cKO and controls, with a particular enrichment for injury‐related gene sets.

### 3.4 Microprocessor‐dependent injury‐response genes are expected targets of abundant miRNAs and differentially expressed transcription factors

Given the de novo appearance or accumulation of repair SC markers and injury‐related transcripts in response to microprocessor ablation in developing SCs, we sought to address to what extent this observed injury response matches the physiological response of SNs after injury. Thus, we performed whole‐transcriptome analysis by RNA sequencing of wild‐type mouse SNs 3 days post crush injury (dpc) in comparison to uncrushed and contralateral control nerves. 

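Sciatic nerves (SNs) at 3 dpc (n = 4), contralateral nerves (n = 4) and uncrushed nerves (n = 3) of wild-type male mice were available as 11 libraries of total RNA. The authors aligned the reads to the mouse genome with STAR and estimated counts per Ensembl transcript with RSEM. These expected counts were deposited without normalization for transcripts of 43068 genes, and were here summed per gene and rounded to whole numbers. Total counts per library ranged from 9512316 to 12072033 (median 10860692) at 3 dpc, from 9908994 to 12806066 (median 10260374) in contralateral nerves, and from 6617716 to 12252564 (median 8308446) in uncrushed nerves. The lowest level that these depths can show, set at 3 counts of the total, was 0.234 to 0.453 when scaled to library size as CPM. This limit covers counting error only, because reads without molecular identifiers are not independent molecules. CPM values were normalized together over the 11 libraries by the TMM method and are given as mean ± SD. Each comparison used its own 2 groups, the genes that passed edgeR's filterByExpr (minimum count 10), and edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment. Genes were called upregulated or downregulated at a fold change of at least 2 with an adjusted p of at most 0.05, the limits that the paper states. The paper's text names edgeR, its negative binomial model and TMM, but not which of edgeR's tests or which filter was used. Positions are on GRCm38.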

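Crushed nerves at 3 dpc were compared with each kind of control nerve separately. Against uncrushed nerves, 17433 genes were tested, of which 2673 were upregulated and 3686 downregulated. Against contralateral nerves, 16667 genes were tested, of which 2437 were upregulated and 2274 downregulated. Among the downregulated genes, 1237 against uncrushed and 390 against contralateral nerves were not annotated as protein-coding, and among the upregulated genes 172 and 181 were not. Of the 16541 genes tested against both controls, 2208 were upregulated in both comparisons (injury-induced) and 1864 were downregulated in both (injury-repressed). No gene was upregulated in one comparison and downregulated in the other (0 genes). Across these genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson's r of 0.957, with the same 4 crushed nerves on both sides. The number of injury-induced genes moved most, to 1435, when only genes with at least 10 counts in every sample were kept. The number of injury-repressed genes moved most, to 2395, when the 11 libraries were fitted together.
The replicate numbers in the labels are shared between the groups. After each group's mean was removed, the profiles of same-numbered crushed and contralateral nerves had a mean r of 0.0453, against -0.0152 for differently numbered ones, and the corresponding values for crushed and uncrushed nerves were -0.0163 and 0.00581. With the replicate number as a block, 2711 genes were upregulated and 3821 downregulated against uncrushed nerves, 2435 and 2283 against contralateral nerves, and 2192 and 1859 in both. Between contralateral and uncrushed nerves, 0 of 17722 genes were called, while 3165 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test (886.1 expected by chance), 1005 of them higher and 2160 lower in contralateral nerves. With the block, 0 genes were higher and 6 lower (mean r -0.00395 for same-numbered and 0.00108 for other pairs), and edgeR's exact test without the block called 175 genes lower.
Of the genes with a mean log2 CPM of at least 1 and no overlap between the groups, Cntf (ENSMUSG00000079415, chromosome 19, 12763660 to 12765632) fell most against uncrushed nerves, from 295.4 ± 20.3 CPM (SD, n = 3) to 1.17 ± 0.258 CPM (SD, n = 4), a log2 fold change of -7.86 (standard error 0.15, adjusted p = 2.57e-11). Igflr1 (-7.48) and Fa2h (-7.36) followed. Against contralateral nerves, the lowest log2 fold changes were those of Igflr1 (-8.09), Cntf (-7.81) and Ddn (-7.72). Igflr1 had 1 count in crushed nerve 2 and 0 in the other 3 crushed nerves, so its fold change rests on values at the detection limit. The highest log2 fold changes against uncrushed nerves belonged to Hist1h2ah (10.08) and the snRNA genes Gm26316 (9.66) and Gm24305 (9.47), and those against contralateral nerves to Retnlg (10.33), Rpl28-ps1 (10.20) and Gm26316 (9.76). Apart from Retnlg, these are histone, snRNA and pseudogene members of families with similar copies, among which RSEM divides shared reads, and each had 0 counts in every nerve of the control group concerned.

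**Figure D1:**
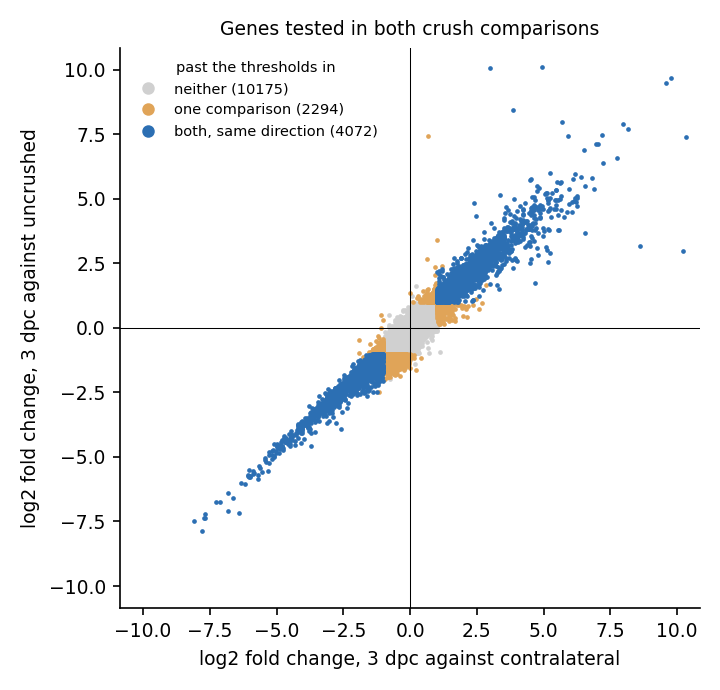
Log2 fold change of each of 16541 genes (points) at 3 dpc against contralateral nerves (horizontal axis) and against uncrushed nerves (vertical axis). Blue points are the 4072 genes past the thresholds in both comparisons, orange points the 2294 past them in one, and grey points the other 10175.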

We found 2802 significantly upregulated (≥twofold) and 1550 significantly downregulated genes (≤0.5‐fold) in 3 dpc SNs compared to uncrushed and contralateral control nerves (Supporting Information, Figure S3a). GO term gene set enrichment analysis of these differentially upregulated genes unveiled large clusters associated with immune system functions such as immune regulation, leukocyte migration, response to injury, lymphocyte activation, blood coagulation, and neutrophil migration (Supporting Information, Figure S3b). 

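The genes that File S5 lists under 4 of these terms were followed in the counts. The lists are partly readable, and the authors selected their members as upregulated at least 2-fold in the same libraries. The direction of change is therefore fixed in advance, and the selection also raises the numbers passing and the medians. For leukocyte migration, 62 of 65 genes tested were upregulated at 3 dpc against uncrushed nerves and 60 of 64 against contralateral nerves, with a median log2 fold change of 2.52 in each comparison. For lymphocyte activation, 60 of 66 and 60 of 65 genes were upregulated, with medians of 1.74 and 1.72. Blood coagulation had 63 of 65 and 60 of 64 genes upregulated, with medians of 1.85 and 1.80. Regulation of response to wounding had 65 of 66 and 65 of 65 genes upregulated, with medians of 2.06 and 1.87. Every tested gene of the 4 lists had a positive log2 fold change in both comparisons, and the lowest was 0.78. File S6, for downregulated genes, lists others under the same terms. These are 12 genes for leukocyte migration, 7 for lymphocyte activation, 31 for blood coagulation and 24 for regulation of response to wounding. All of them that were tested were downregulated against both controls.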

Other large clusters were associated with protein localization, cell cycle, nucleosome assembly, telomere maintenance, GTPase activity, and negative regulation of phosphorylation. 

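Among the genes that File S5 lists under mitotic cell cycle, of which 66 names could be read, 61 of 65 tested were upregulated at 3 dpc against uncrushed nerves and 59 of 65 against contralateral nerves. Their median log2 fold changes were 1.86 and 1.99, with a middle range (lower to upper quartile) of 1.35 to 2.68 against uncrushed and 1.18 to 3.14 against contralateral nerves. For nucleosome assembly, the complete list of 42 names gave 38 tested genes. Of these, 37 were upregulated against uncrushed and 36 against contralateral nerves, with medians of 2.62 and 2.79. File S6 lists 7 other genes under mitotic cell cycle and 2 under nucleosome assembly, and those tested were downregulated.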

The significantly downregulated genes were mainly associated with fatty acid biosynthesis and cholesterol biosynthesis (Supporting Information, Figure S3b).

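All 19 genes that File S6 lists under cholesterol biosynthetic process were downregulated at 3 dpc, with a median log2 fold change of -2.96 against uncrushed and -3.38 against contralateral nerves. The smallest decrease among them was -1.39 and the largest -5.03. The 8 genes listed under long-chain fatty-acyl-CoA biosynthetic process were all downregulated too, with medians of -2.37 and -2.70. All 19 genes listed under axon ensheathment were downregulated, with medians of -2.36 and -2.47. The lists were complete, and their genes had been selected by the authors as downregulated in the same libraries.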

To examine which genes are both upregulated in expression upon SN injury and after developmental microprocessor ablation, we compared the differentially upregulated genes in 3 dpc SNs with those upregulated in both, Dgcr8 and Drosha cKO. We found that 196 out of 533 (37%) genes induced in developing Dgcr8 and Drosha cKO were also upregulated upon SN injury designated “jointly induced injury‐response genes” (Figure 4a). These jointly induced injury‐response genes were highly enriched for immune regulatory functions such as the GO terms “regulation of response to wounding,” “leukocyte activation,” “response to other organism,” “lymphocyte activation,” and “regulation of wound healing” (Figure 4b,c). 

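The crush arm of this overlap was followed for the 196 gene names printed in Figure 4c, since the libraries of developing Dgcr8 and Drosha cKO are not analysed here. Of these names, 193 matched a gene in the crush libraries and 191 could be tested against both controls. All 191 had higher counts at 3 dpc in both comparisons. The authors selected these genes as upregulated in the same crush libraries, so the direction was fixed in advance and the numbers passing largely so. Against uncrushed nerves 183 were upregulated (median log2 fold change 2.17, range 0.80 to 8.42), and against contralateral nerves 181 were (median 2.15, range 0.86 to 8.16). Both calls were met by 174 genes. One of the names, Rn18s-rs5, is matched by the annotation's synonyms to Gm42418, a gene named for its likeness to ribosomal RNA. Gm42418 took 4.25% ± 0.460 (SD, n = 4) of the counts at 3 dpc and 1.33% ± 0.0968 (SD, n = 4) in contralateral nerves (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow).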

Besides previously described injury‐induced genes such as Ccl2, Shh, Fgf5, Timp1, Plau, and several Toll‐like receptors (Arthur‐Farraj et al., 2012; Bosse, Hasenpusch‐Theil, Kury, & Muller, 2006; Martini, Fischer, Lopez‐Vales, & David, 2008; Napoli et al., 2012), we found also genes with no previously described function during the SN‐injury response such as Tfap2a and Lingo3. 

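Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was measured at 62.8 ± 7.48 CPM (SD, n = 4) at 3 dpc, 2.33 ± 1.29 CPM (n = 4) in contralateral and 1.51 ± 0.853 CPM (n = 3) in uncrushed nerves. Its log2 fold change was 4.81 against contralateral (standard error 0.24, adjusted p = 3.77e-10, edgeR's quasi-likelihood test with BH adjustment) and 5.42 against uncrushed nerves. Shh (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256) reached 368.6 ± 70.0 CPM from 2.55 ± 0.472 and 2.19 ± 0.701 CPM, with log2 fold changes of 7.20 (standard error 0.17, adjusted p = 4.25e-13) and 7.48. Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) had the smallest adjusted p of all genes against contralateral nerves (6.82e-14). It was at 95.4 ± 3.94 CPM at 3 dpc and near the detection limit in both controls (0.330 ± 0.103 and 0.478 ± 0.0883 CPM), with log2 fold changes of 8.16 and 7.69. Fgf5 rose to 13.1 ± 4.03 CPM from 0.152 ± 0.134 and 0.508 ± 0.128 CPM, values at that limit, with log2 fold changes of 6.25 and 4.72. Without contralateral nerve 2, the value of Fgf5 against contralateral nerves was 6.93. Plau rose to 14.2 ± 5.00 CPM, with log2 fold changes of 2.89 and 2.38. For the Toll-like receptor genes Tlr4, Tlr7 and Tlr13, the log2 fold changes against contralateral nerves were 1.71, 2.66 and 3.64, and those against uncrushed nerves 1.69, 2.28 and 3.30. Tlr5 rose by 1.14 against contralateral nerves and by 0.94 against uncrushed nerves (adjusted p = 0.0044), where it stayed below the limit on fold change.
Tfap2a (ENSMUSG00000021359, chromosome 13, 40715302 to 40738376) was at 8.62 ± 1.07 CPM at 3 dpc, 0.250 ± 0.130 CPM in contralateral and 0.640 ± 0.228 CPM in uncrushed nerves. Its log2 fold change was 5.03 (standard error 0.28, adjusted p = 1.14e-09) against contralateral and 3.74 against uncrushed nerves, and crushed nerve 2 lay below the other 3 crushed nerves. Lingo3 (ENSMUSG00000051067, chromosome 10, 80832801 to 80844039) was at 2.18 ± 0.879, 0.344 ± 0.235 and 0.481 ± 0.210 CPM in the same order, with log2 fold changes of 2.63 (standard error 0.45, adjusted p = 0.000118) and 2.17. For each of the genes named here, the lowest of the 4 crushed nerves was above the highest nerve of either control. From the overlap of injury-induced genes with the genes induced in developing Dgcr8 and Drosha cKO, the paper proposes that the microprocessor is required to keep the SC repair program inactive during normal development.

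**Figure D2:**
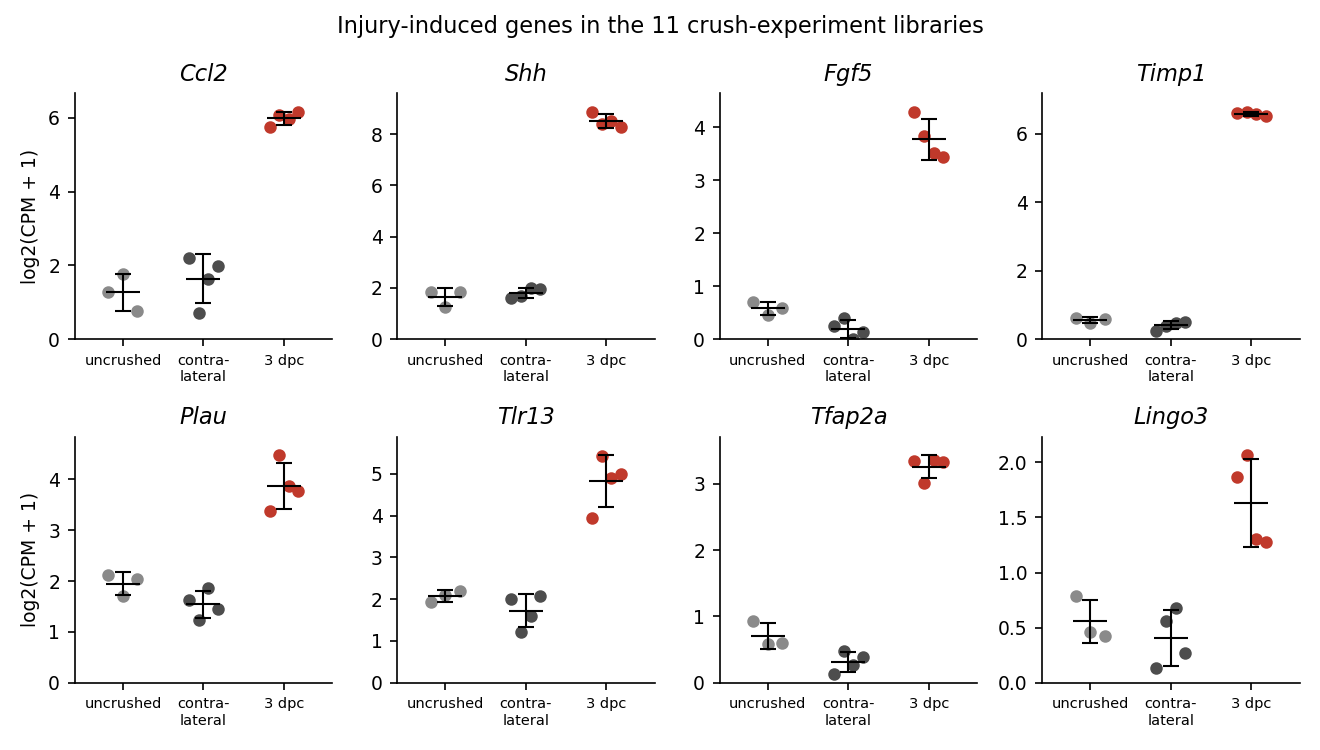
Expression of 8 genes as log2(CPM + 1) on the vertical axis in uncrushed (n = 3), contralateral (n = 4) and 3 dpc nerves (n = 4). Points are libraries, black bars are means and error bars are SD, and the 3 dpc points of Timp1 (mean 95.4 CPM) lie above every control point.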

The induction of this partial injury‐response gene program in Dgcr8 and Drosha mutants during early development suggests a requirement of the microprocessor to prevent aberrant activity of the SC repair program during normal development.

**Figure 4:**
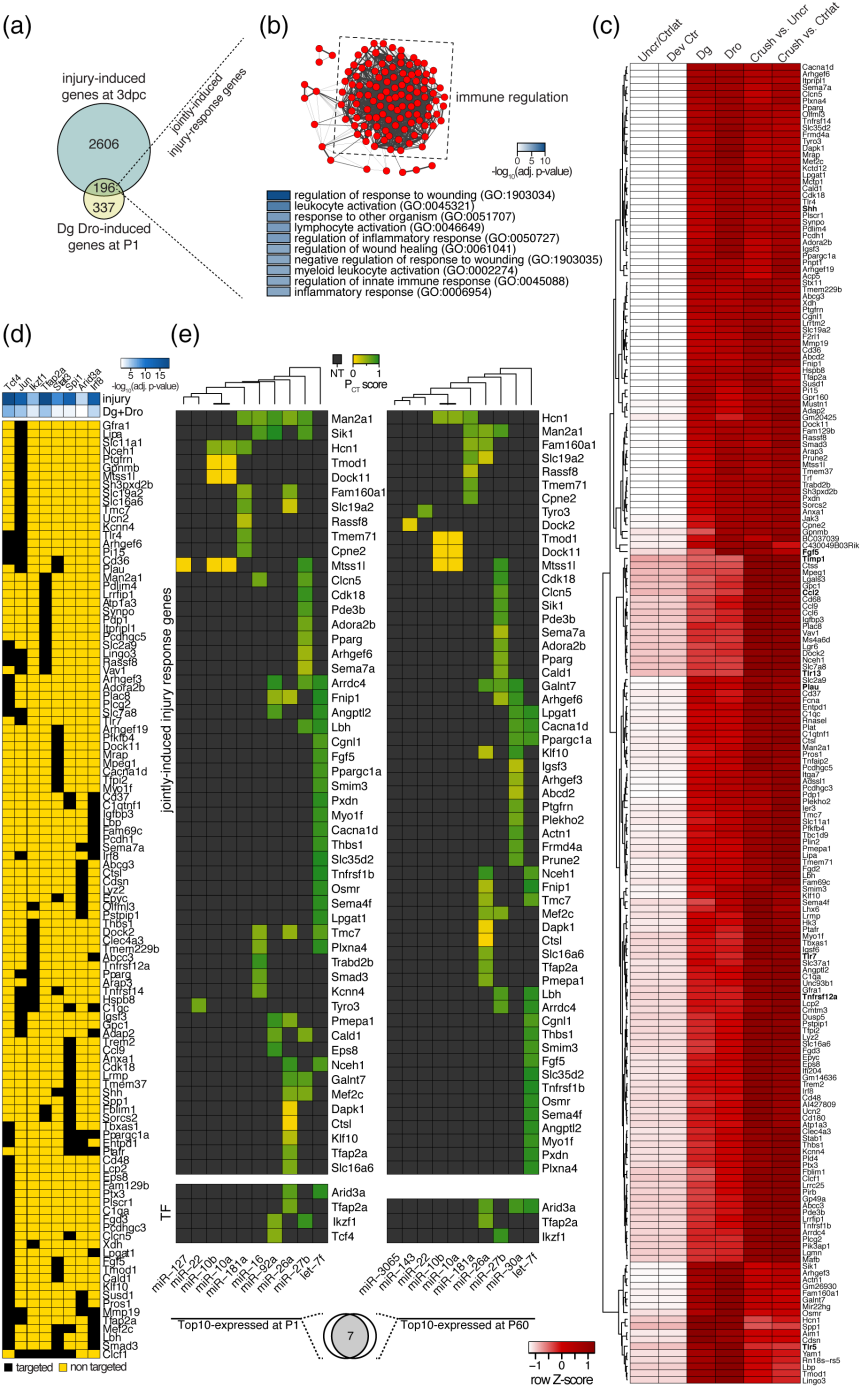
Microprocessor‐dependent injury‐response genes are predicted targets of abundant miRNAs and differentially expressed transcription factors. (a) Venn diagram of injury‐induced genes (3 dpc) and genes induced in Dgcr8 and Drosha cKO. 196 genes are induced in both conditions (termed jointly induced injury‐response genes). (b) Network graph produced by Cytoscape 3 showing significantly enriched GO biological process gene sets among the common injury‐response genes imported into Enrichment Map (top panel). Nodes represent individual GO term gene sets. Edges represent the relatedness between the genes within the gene sets. Genes are highly enriched for immune regulatory and injury‐related functions. Top 10 significantly enriched GO terms are shown in the panel below. (c) Heatmap of jointly expressed injury‐response genes. Color intensities represent row *Z*‐score, red indicating higher expression and white indicating lower expression. (d) Upregulated transcription factors (TFs) with predicted binding motifs in the promoter regions of jointly differentially expressed injury‐response genes (i.e., both upregulated and downregulated) in 3 dpc SNs compared to contralateral and uncrushed controls and in SNs of Dg and Dro at P1 compared to controls (fold change ≥2, FDR ≤ .05). Negative decadic logarithm of adjusted *p* value of TF target enrichment among injury induced genes (injury) and genes induced in Dgcr8 and Drosha cKO (Dg + Dro) is color‐coded (white indicating high and blue low *p* values). Targeted (black) and nontargeted (yellow) jointly differentially expressed injury‐response genes are shown for each TF. (e) Top 10 expressed miRNAs in P1 and P60 SNs of wild‐type mice and their predicted target sites (based on TargetScan) among the jointly induced injury‐response genes and upregulated TFs predicted to target jointly differentially‐expressed injury‐response genes. Target site conservation and quality is represented by the P_CT_ score and nonpredicted targets (NT) in grey. Venn diagram below indicating 7 out 10 most abundant miRNAs overlap between P1 and P60 [Color figure can be viewed at wileyonlinelibrary.com]

We next sought to apply an unbiased bioinformatics approach to explore putative regulatory networks underlying the differential expression of injury‐response genes. Given that miRNAs often target central signaling hubs such as transcription factors to shape developmental gene expression (Ebert & Sharp, 2012), we predicted conserved transcription factor‐binding sites within the promoter regions of all jointly differentially expressed injury‐response genes (i.e., both upregulated and downregulated) upon SN injury and in Dgcr8 and Drosha cKO using the TRANSFAC/JASPAR tool embedded within Enrichr. For the genes differentially expressed at 3 dpc, we identified 233 significantly enriched transcription factor motifs. For the differentially expressed genes in Dgcr8 and Drosha cKO, we found 147 significantly enriched transcription factor (TF) motifs. Out of both sets, 145 were common. 

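Transcripts of 8 transcription factors, Tcf4, Jun, Ikzf1, Tfap2a, Stat3, Spi1, Arid3a and Irf8, were followed in the crushed nerves, and the developing mutants are not analysed here. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) rose from 30.5 ± 1.69 CPM (SD, n = 4) in contralateral and 26.6 ± 3.44 CPM (n = 3) in uncrushed nerves to 193.2 ± 22.1 CPM (n = 4) at 3 dpc. Its log2 fold change was 2.68 (standard error 0.09, adjusted p = 9.75e-12, edgeR's quasi-likelihood test with BH adjustment) against contralateral and 2.95 against uncrushed nerves. Ikzf1 (2.74 and 2.55), Spi1 (2.76 and 2.37), Irf8 (2.30 and 1.92) and Arid3a (1.30 and 1.60) were also upregulated in both comparisons, as was Tfap2a. Stat3 was higher at 3 dpc (102.4 ± 3.82 CPM) than in contralateral (67.7 ± 2.96 CPM) and uncrushed nerves (59.2 ± 3.57 CPM), but by less than 2-fold, with log2 fold changes of 0.61 (adjusted p = 4.82e-06) and 0.90 (adjusted p = 4.69e-06). Tcf4 (ENSMUSG00000053477, chromosome 18, 69343356 to 69689079) changed least. It was at 74.4 ± 15.1 CPM at 3 dpc, 55.8 ± 10.5 CPM in contralateral and 57.1 ± 4.95 CPM in uncrushed nerves, so that single nerves overlapped between the groups. Its log2 fold changes were 0.43 (standard error 0.15, adjusted p = 0.0182) and 0.48 (standard error 0.15, adjusted p = 0.0142), and with the replicate number as a block the value against uncrushed nerves was 0.39 with an adjusted p of 0.0844.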

When we required additionally that motif‐associated TFs had also to be upregulated upon injury and microprocessor ablation, we came up with eight candidates (Tcf4, c‐Jun, Ikzf1, Tfap2a, Stat3, Spi1, Arid3a, and Irf8) that are predicted to regulate jointly differentially expressed injury‐response genes (Figure 4d). The identified TFs included c‐Jun, an already known key regulator of the injury response (Arthur‐Farraj et al., 2012; Fontana et al., 2012) and interestingly other TFs that have not been previously implicated in the nerve injury response, such as Tfap2a, Tcf4, and Irf8 (Figure 4d).

Next, we took advantage of previously reported small RNA sequencing data (Gökbuget et al., 2015) from wild‐type SNs to ask, whether miRNAs that are abundant during SN development and in adulthood have predicted conserved binding sites within transcripts of jointly induced injury‐response genes (Figure 4a) and within transcripts of the eight TFs that are predicted to regulate the jointly differentially expressed injury‐response genes (Figure 4d). We found that the 10 most abundant miRNAs in SNs at P1 and P60 account for 60%–65% of all detected mature miRNA reads (Supporting Information, Figure S3c–e), a value in the range of what is considered as functionally relevant expressed (Olive, Minella, & He, 2015). Seven out of these 10 miRNAs are common between P1 and P60 (let‐7f, miR‐27b, miR‐26a, miR‐181a, miR‐10a, miR‐10b, and miR‐22) (Figure 4e). Out of the 196 jointly induced injury‐response genes (Figure 4a), 52 are predicted targets of the top 10 miRNAs at P1 (Supporting Information, File S1), 57 are predicted targets of the top 10 miRNAs at P60 (Supporting Information, File S2), and 48 are predicted as targets at both ages by this analysis. Out of the eight TFs in question, Tfap2a, Arid3a, and Ikzf1 are also predicted to be targets of P1 and P60‐enriched miRNAs. Taken together, these data predict that abundant developmental stage‐specific miRNAs indeed target a subset of transcripts of jointly induced injury‐response genes (Figure 4a) and by projected upstream TFs. The predictive analyses support the existence of a complex network of miRNAs targeting injury‐induced transcripts, including TFs that regulate the expression of such affected genes at the genomic level.

### 3.5 Proper maintenance of myelinating Schwann cells depends on Dgcr8 and Dicer function

Given the de novo appearance of repair cell markers and the accumulation of injury‐related gene sets, we hypothesized that the miRNA biogenesis pathway might be even more generally necessary for the suppression of such gene programs in SCs. To address whether the miRNA pathway is required in this way also in adulthood, we employed a tamoxifen (TAM)‐inducible Cre recombinase system (CreERT2) driven by the 1.1 kb rat *Mpz* promoter fused to 5′‐untranslated parts of the human *GJB1* gene (Leone et al., 2003) allowing depletion of Dgcr8 (Dgcr8 iKO) and Dicer (Dicer iKO) specifically in adult myelinating SCs (Figure 5a). Morphological analysis at 3 months post‐TAM (mpT) revealed defects in myelin maintenance as indicated by amyelinated large‐caliber axons present in both Dicer and Dgcr8 iKO (Figure 5e–j). In addition, we observed axons with thin myelin sheaths in Dicer and Dgcr8 iKO indicative of on‐going remyelination (Figure 5f,h). However, not all DGCR8 and Dicer iKO animals were affected morphologically, in agreement with the incomplete penetrance previously reported in TAM‐induced Dgcr8 and Dicer mutants using inducible systems (Lin et al., 2015; Shin, Shin, McManus, Ptacek, & Fu, 2009; Viader et al., 2011). Assessment of toluidine blue‐stained sciatic nerve sections revealed 11 (out of 26) DGCR8 iKO animals without detectable changes between 3 and 6 mpT, and 4 (out of 11) Dicer iKO mice without detectable changes even at 14 mpT. Of note, incomplete penetrance was observed on both genders. As a consequence, we restricted the analysis to affected mice. As expected, levels of Dicer mRNA in Dicer iKO and Dgcr8 mRNA in Dgcr8 iKO were reduced in comparison to controls at 3 mpT (Figure 5b,c). In line with these findings, levels of let‐7f, an abundant miRNA in adult SNs, were reduced in Dicer and Dgcr8 iKO compared to controls (Figure 5d). 

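Total RNA of SNs at 3 mpT from 3 Dicer iKO mice, 3 Dgcr8 iKO mice and 3 Cre-negative control mice for each was sequenced. The paper states that the mutant mice were restricted to those with affected morphology. The authors' RSEM run gave expected counts for transcripts of 22880 genes, fewer than for the crush libraries, and the list holds 0 symbols of the Mir family. Total counts were lower for Dicer iKO (5594859 to 7463771, median 6962418) than for its controls (7128807 to 7753153, median 7685731). They ranged from 8127833 to 10143244 (median 8171789) for Dgcr8 iKO and from 7887724 to 9881621 (median 8654559) for its controls. At these depths, 3 counts correspond to 0.296 to 0.536 CPM. Counts were summed per gene, normalized together over the 12 libraries for CPM, and tested per mutant as for the crushed nerves.
The counts of the targeted genes did not separate the mutants from their controls by the test. Dicer1 (ENSMUSG00000041415, chromosome 12, 104687742 to 104751952) was at 81.9 ± 0.415 CPM (SD, n = 3) in the libraries labelled Dicer iKO and at 88.7 ± 1.66 CPM (n = 3) in their controls, a log2 fold change of -0.11 (standard error 0.08, adjusted p = 0.357, edgeR's quasi-likelihood test with BH adjustment), although each of the 3 mutant libraries was below each control. Dgcr8 (ENSMUSG00000022718, chromosome 16, 18253948 to 18289246) was at 45.1 ± 7.84 CPM in the libraries labelled Dgcr8 iKO and at 38.5 ± 3.20 CPM in their controls, a log2 fold change of 0.22 (standard error 0.15, adjusted p = 0.233). As drawn in Figure 5a, the floxed segment covers exons 22 and 23 of Dicer1, 1027 of 9851 nucleotides of its transcript (10.4%), and exon 3 of Dgcr8, 160 of 4320 nucleotides (3.70%). Counts per transcript do not resolve exons. By position, the forward primers of Table S2 lie in these exons, in exon 22 of Dicer1 and exon 3 of Dgcr8. Drosha, which was not targeted, was at 28.8 ± 5.66 CPM in Dgcr8 iKO and 51.1 ± 3.45 CPM in its controls (log2 fold change -0.83, adjusted p = 0.00136), and at 41.5 ± 7.03 against 54.6 ± 2.52 CPM for Dicer iKO (-0.39, adjusted p = 0.0734).

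**Figure D3:**
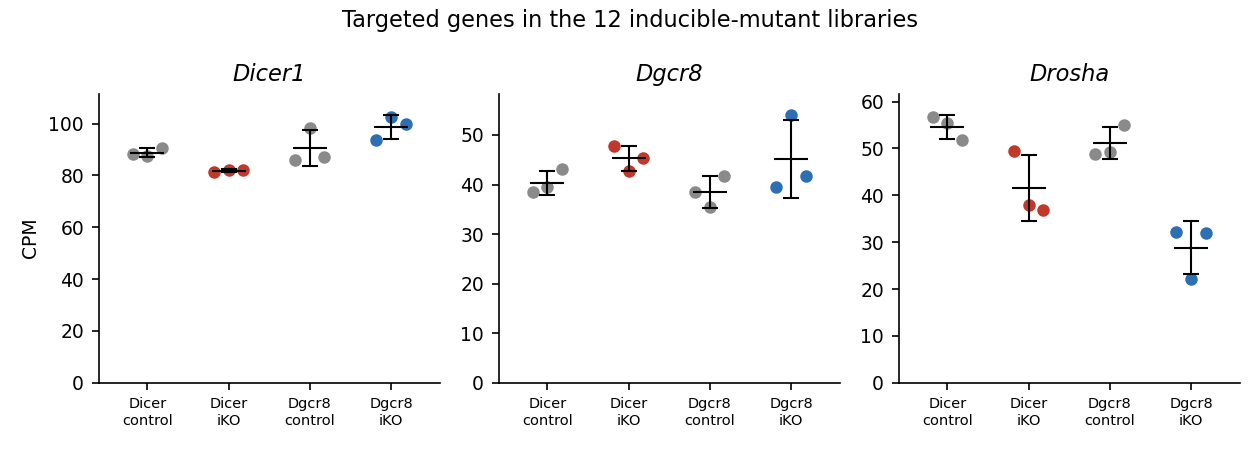
CPM (vertical axes, starting at 0) of Dicer1, Dgcr8 and Drosha in Dicer control, Dicer iKO, Dgcr8 control and Dgcr8 iKO nerves (n = 3 each). Points are libraries, black bars are means and error bars are SD, and the mean of Dgcr8 is 45.1 CPM in Dgcr8 iKO and 38.5 CPM in its controls.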

To address whether the observed demyelination is accompanied by molecular signs of ongoing SC reprogramming, we performed whole‐transcriptome analysis of SNs of Dicer and Dgcr8 iKO at 3 mpT. 

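In libraries labelled Dicer iKO, 961 of 13045 genes tested were upregulated against their controls and 214 downregulated. In libraries labelled Dgcr8 iKO, 1778 of 13252 genes were upregulated and 926 downregulated. The Dicer iKO numbers moved most when single mutants were left out, to 515 upregulated and 57 downregulated genes without Dicer iKO 3 and to 375 downregulated genes without Dicer iKO 1. The Dgcr8 iKO numbers moved most, to 1255 and 723, when only genes with at least 10 counts in every sample were kept. With the replicate number as a block, the numbers were 548 and 92 for Dicer iKO and 1738 and 926 for Dgcr8 iKO. Same-numbered mutant and control libraries had a mean r of -0.0788 for Dicer iKO (0.0409 for differently numbered ones) and of -0.0506 for Dgcr8 iKO (0.0266).
Of the genes upregulated in Dicer iKO, 87.9% were also upregulated in Dgcr8 iKO, and of those upregulated in Dgcr8 iKO 47.5% were also upregulated in Dicer iKO. No gene was upregulated in one mutant and downregulated in the other (0 genes). Of 1609 genes upregulated in Dgcr8 iKO and tested in Dicer iKO, 1523 had a positive log2 fold change there, with medians of 1.20 in Dicer iKO and 1.73 in Dgcr8 iKO. Of 891 genes downregulated in Dgcr8 iKO, 877 had a negative value in Dicer iKO. Over all 12897 genes tested in both, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.858 and a Spearman's rho of 0.776, and 79.3% had the same sign. Without the filter on low counts, r was 0.563. The slope of the Dicer iKO values on the Dgcr8 iKO values was 0.62. When the 12 libraries were clustered on the 2704 genes called in Dgcr8 iKO, a division into 2 clusters placed the 6 mutants in one and the 6 controls in the other. These genes were chosen because they part the Dgcr8 libraries, so only the placing of the Dicer libraries is informative. In 4 clusters, Dicer control 3 fell with the Dgcr8 controls. Dicer iKO 1 had the lowest mean correlation with the other mutants (0.297), and Dicer control 1 the lowest with the other controls (0.341).
The difference between the effects was tested over 13552 genes in a joint fit of the 12 libraries (interaction term, edgeR's quasi-likelihood test with BH adjustment). Of these, 2 passed an adjusted p of 0.05, and 1861 had an unadjusted p under 0.05 (677.6 expected by chance). Plvap (ENSMUSG00000034845, chromosome 8, 71497765 to 71511752) was at 10.7 ± 2.72 CPM (SD, n = 3) in Dgcr8 iKO and 0.308 ± 0.0944 CPM in its controls, but at 1.30 ± 0.523 and 1.10 ± 0.388 CPM for Dicer iKO, a difference of 4.78 on the log2 scale (standard error 0.62, adjusted p = 0.0462). Per3 (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) was at 31.4 ± 2.81 against 96.5 ± 15.4 CPM for Dgcr8 iKO and at 101.0 ± 4.11 against 128.3 ± 12.3 CPM for Dicer iKO, a difference of -1.27 (standard error 0.18, adjusted p = 0.0495). With the replicate number as a block, neither gene passed (adjusted p = 0.242 for Plvap and 0.318 for Per3), and without Dicer control 3 401 genes did. Y-linked genes had 0 counts in Dicer control 3, unlike in the other controls, and in Dicer iKO 2 and 3. Without Dicer control 3, sex and deletion are therefore partly confounded in the Dicer line. Y-linked expression was not used as a covariate for the interaction.
The highest log2 fold changes were those of Mmp27 (7.83), Ccl8 (6.20) and B3gnt7 (5.90) in Dicer iKO, and of Kng2 (10.17), Nr1h4 (9.75) and Cd200r4 (9.45) in Dgcr8 iKO. The lowest were those of Ifi202b (-8.01), Retnla (-4.03) and Inmt (-2.84) in Dicer iKO, and of Crygs (-4.59), Hrk (-4.58) and Retnla (-4.43) in Dgcr8 iKO. Ifi202b was at 3.79 to 5.46 CPM in the 3 Dicer controls and had 0 counts in the 3 Dicer iKO and the 3 Dgcr8 control libraries. Retnla varied widely among the Dgcr8 controls (13.7 ± 15.8 CPM). Ccl8 had 1 count in Dicer control 3 and B3gnt7 had 1 in Dicer control 1, each with 0 in the other Dicer controls. Without the control that held this count, their log2 fold changes in Dicer iKO were 8.03 and 7.74.

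**Figure D4:**
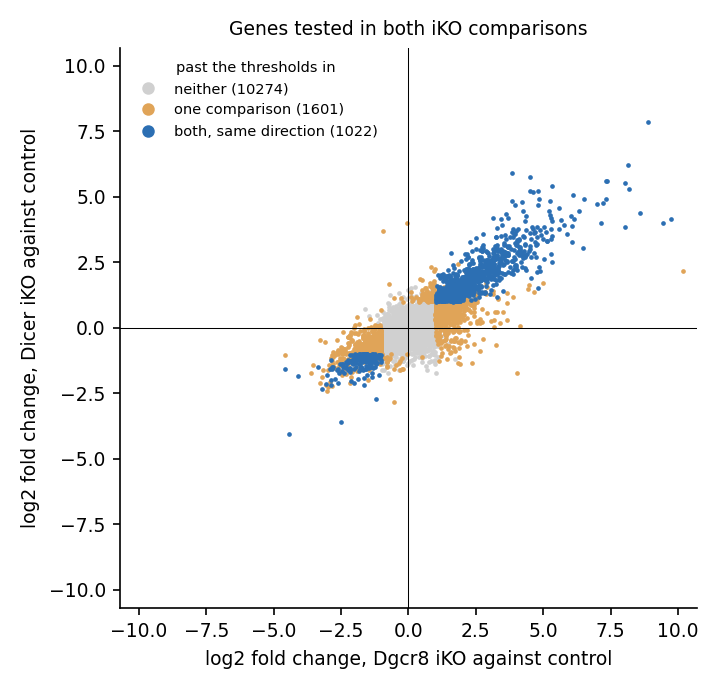
Log2 fold change of each of 12897 genes (points) in Dgcr8 iKO (horizontal axis) and Dicer iKO (vertical axis), each against its controls. Blue points are the 1022 genes past the thresholds in both mutants, orange points the 1601 past them in one, and grey points the other 10274.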

Hierarchical cluster analysis of differentially expressed genes in Dgcr8 iKO revealed an overall similarity of the transcriptomes of Dicer and Dgcr8 iKO (Figure 5k), consistent with the observed morphological similarities. Furthermore, the majority (77%) of the jointly induced genes in Dicer and Dgcr8 iKO were also induced upon injury in 3 dpc SNs (Figure 5l), suggesting ongoing SC reprogramming. This was confirmed by detection of induced Jun, Ngfr, and Gdnf transcript levels in Dicer and Dgcr8 iKO compared to controls (Figure 5m). 

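Upregulation in both mutants was found for 845 genes, and 177 genes were downregulated in both. Of the 845, 640 were also injury-induced, that is upregulated at 3 dpc against both uncrushed and contralateral nerves. This is 75.7% (95% Wilson interval 72.7% to 78.5%, which covers counting error only and treats genes as independent). The background was the 12643 genes tested in all 4 comparisons, of which 1902 (15.0%) were injury-induced. In it, 640 of the 823 jointly induced genes and 1262 of the other 11820 genes were injury-induced (Fisher's exact test, odds ratio 29.2, log10 of the two-sided p -393.3). This test treats genes as independent as well. Of the 177 genes downregulated in both mutants, 134 (75.7%) were injury-repressed (odds ratio 33.5, two-sided Fisher's exact p = 3.08e-95). The percentage moved most, to 63.6%, when only genes with at least 10 counts in every sample were kept. With the replicate number as a block, 497 genes were jointly induced, of which 77.3% were injury-induced, and in neither mutant were same-numbered libraries more alike than others. The labels name a SMARTer kit for the crush libraries and a TruSeq kit for the iKO libraries, so that library preparation and experiment cannot be separated. The comparison therefore used calls made within each experiment.
Jun was at 105.8 ± 6.26 CPM (SD, n = 3) in Dicer iKO and 52.7 ± 14.2 CPM in its controls, a log2 fold change of 1.01 (standard error 0.19, adjusted p = 0.0107, edgeR's quasi-likelihood test with BH adjustment). In Dgcr8 iKO it was at 120.1 ± 10.1 against 41.3 ± 3.54 CPM, a log2 fold change of 1.54 (standard error 0.13, adjusted p = 7.44e-06). Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) was at 166.8 ± 10.2 against 64.7 ± 26.9 CPM for Dicer iKO (1.37, standard error 0.29, adjusted p = 0.0173) and at 243.1 ± 45.6 against 45.1 ± 3.01 CPM for Dgcr8 iKO (2.43, standard error 0.16, adjusted p = 2.14e-06). With the replicate number as a block, Ngfr in Dicer iKO had a log2 fold change of 1.46 and an adjusted p of 0.0506. Gdnf (ENSMUSG00000022144, chromosome 15, 7810846 to 7837575) was at 2.42 ± 0.996 CPM in Dicer iKO and below the detection limit in its controls (0.0920 ± 0.0799 CPM), with a log2 fold change of 4.47 (standard error 0.73, adjusted p = 0.00727). In Dgcr8 iKO it was at 8.43 ± 2.98 against 0.450 ± 0.351 CPM (4.23, standard error 0.47, adjusted p = 4.96e-05). For all 3 genes, each mutant library was above each of its control libraries. In crushed nerves, the log2 fold changes against contralateral and uncrushed nerves were 4.66 and 5.05 for Ngfr and 6.39 and 5.82 for Gdnf. From the share of jointly induced genes that are also induced after crush, and from Jun, Ngfr and Gdnf, the paper proposes that SCs are undergoing reprogramming in the mutants. All 20 macrophage markers tested were also higher in each mutant, with 17 upregulated in Dicer iKO and 18 in Dgcr8 iKO. As a set they did not pass (limma's camera with BH adjustment, adjusted p = 0.237 in each mutant). Libraries of whole nerves cannot tell RNA from macrophages apart from induction within SCs.

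**Figure D5:**
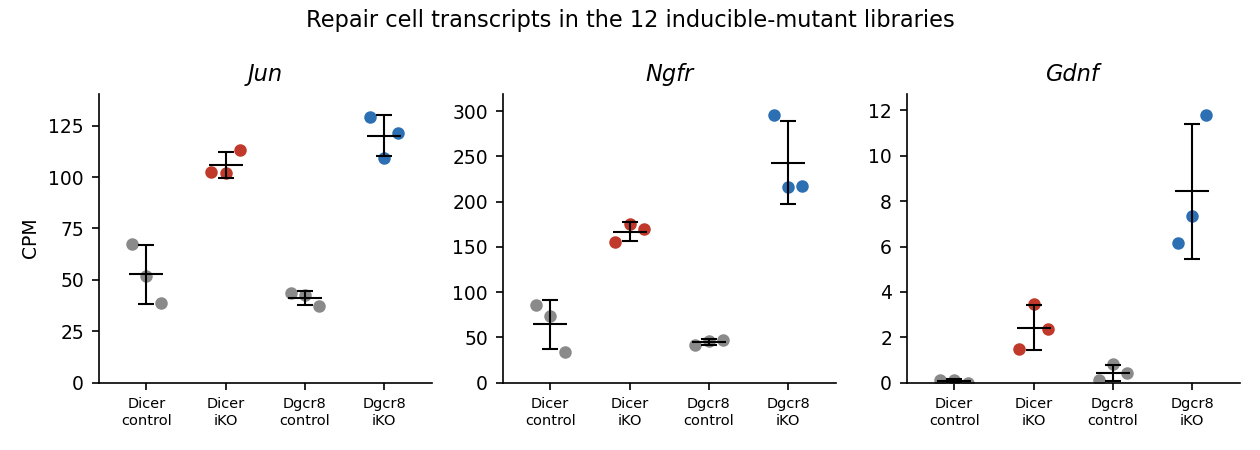
CPM (vertical axes, starting at 0) of Jun, Ngfr and Gdnf in Dicer control, Dicer iKO, Dgcr8 control and Dgcr8 iKO nerves (n = 3 each). Points are libraries, black bars are means and error bars are SD, and the mean of Ngfr is 243.1 CPM in Dgcr8 iKO and 45.1 CPM in its controls.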

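Of the genes upregulated at 3 dpc against both controls, 29.0% were upregulated in both mutants and 1568 were not. Among these 1568 genes, 306 had too few counts for a test in at least one mutant, and 1262 were tested in both. Of the 1262, 397 were upregulated in Dgcr8 iKO alone and 37 in Dicer iKO alone, and 4 were downregulated in at least one mutant. The median log2 fold change of the 1262 genes was 0.38 in Dicer iKO and 0.70 in Dgcr8 iKO. Both mutants had a positive log2 fold change for 1025 of them and a negative one for 78.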

We also note that not all genes induced upon crush injury were also jointly induced in Dicer and Dgcr8 iKO (Figure 5l). Similarly, some of the jointly induced genes in Dicer and Dgcr8 iKO were not induced upon crush injury. This is expected and argues toward additional on‐going molecular and cellular processes that are not shared between crush injury and the myelin maintenance defects in Dicer and Dgcr8 iKO.

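Of the genes upregulated in both mutants, 205 were not called as injury-induced. In the crush libraries, 22 of these were not tested against at least one control and 183 were tested against both. At 3 dpc, 73 of the 183 were raised past the adjusted p limit against both controls but by less than 2-fold against at least one. In both crush comparisons 19 were lowered past that limit, 6 of them at least 2-fold, and the remaining 91 followed neither course. The median log2 fold change of the 183 genes at 3 dpc was 0.52 against contralateral and 0.45 against uncrushed nerves.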

**Figure 5:**
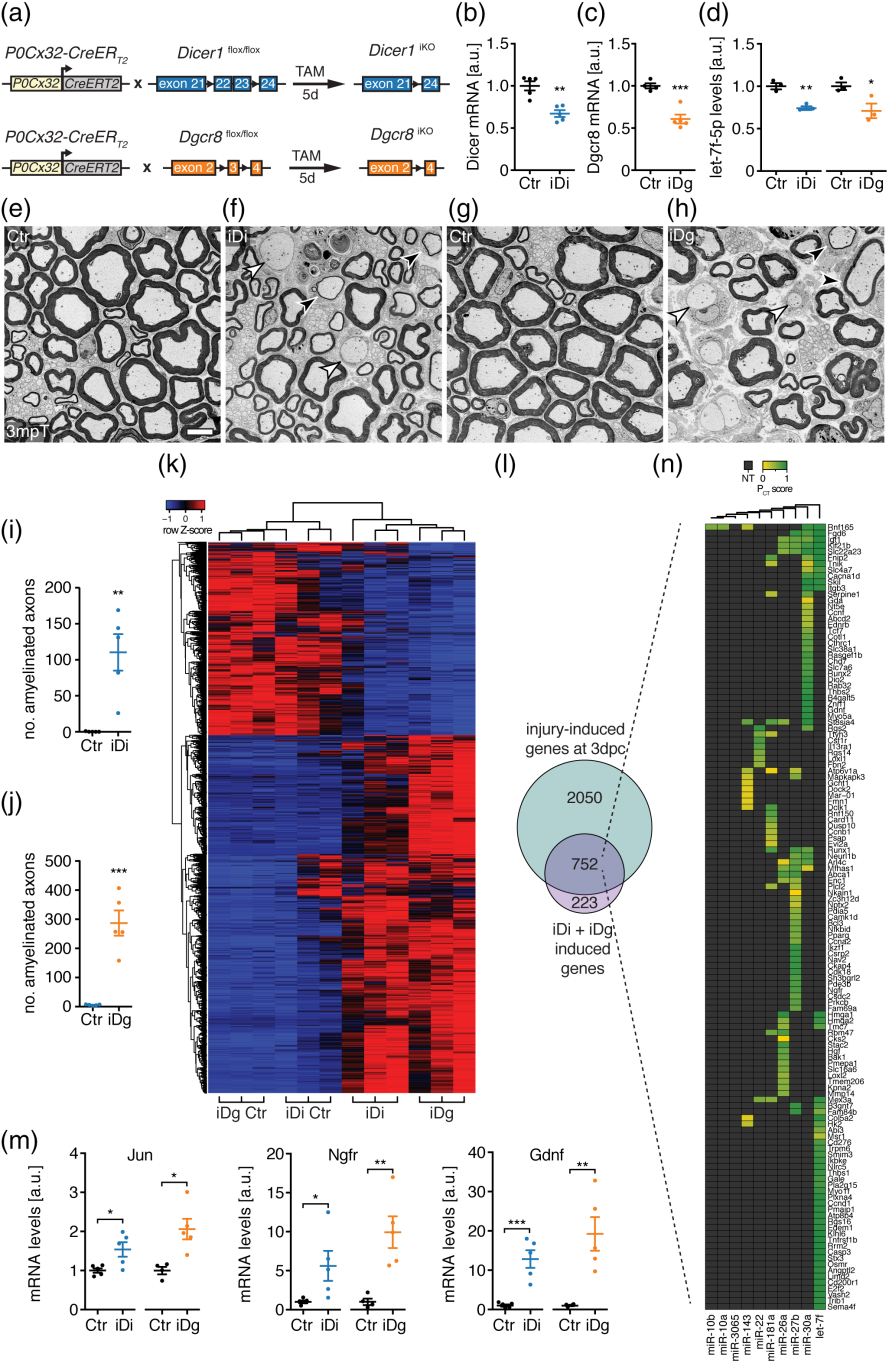
Dgcr8 and Dicer are required to properly maintain the myelinating SC fate. (a) Scheme of tamoxifen‐induced SC‐specific Dicer and Dgcr8 deletion strategy. (b,c) Levels of Dicer mRNA (b) in SNs of induced *P0‐Cx32* ^*CreERT2*^ *‐Dicer1* ^*flox/flox*^ (iDi) and Dgcr8 mRNA (c) in induced *P0‐Cx32* ^*CreERT2*^ *‐Dgcr8* ^*flox/flox*^ mice (iDg) compared to respective controls (Ctr) in 3 months post‐tamoxifen (mpT) SNs. Number (*n*) of mice per condition: Ctr (*n* = 4 and 5), iDi (*n* = 5), and iDg (*n* = 5). (d) Levels of let‐7f‐5p normalized to sno‐202 in 3 mpT SN of iDi and iDg compared to respective controls (Ctr) (*n* = 3 mice per condition). (e–h) Electron micrographs of iDi (f), iDg (h), and their respective controls (e,g). Examples of amyelinated (white arrowheads) and thinly myelinated axons (black arrowheads) are highlighted. (i,j) Number of amyelinated axons per SN cross‐section in iDi (i) and iDg (j) compared to their respective controls at 3 mpT (*n* = 5 mice per condition). (k) Heatmap of differentially expressed genes in iDi and iDg (fold change ≥2, FDR ≤ 0.05) compared to their respective controls (iDg Ctr and iDi Ctr) at 3 mpT. Color intensities represent row *Z*‐score, red indicating higher expression and blue indicating lower expression. (l) Venn diagram showing upregulated genes in 3 dpc SNs and in iDi and iDg (fold change ≥2, FDR ≤ 0.05). (m) Levels of Jun, Ngfr, and Gdnf mRNA in SNs of iDi and iDg compared to their respective controls at 3 mpT. Number (*n*) of mice per condition: Ctr (*n* = 4 and 5), iDi (*n* = 5), and iDg (*n* = 5). (*n*) Top10 miRNAs expressed at P60 and their predicted target sites (target scan) among the 752 genes induced in 3 dpc SNs and in iDg and iDi. Target site conservation and quality is represented by the P_CT_ score and nonpredicted targets (NT) in gray. Scale bar, 5 μm (e–h). All mutant animals used were preselected based on morphology (b–k,m). Error bars: *SEM.* Two‐sided two‐sample Student's *t* test *p < .05, **p < .01, ***p < .001 (b–d,i,j,m) [Color figure can be viewed at wileyonlinelibrary.com]

Next, we addressed whether abundant miRNAs in adult SNs are predicted to target the transcripts of the 752 genes jointly induced in 3 dpc, Dicer iKO, and Dgcr8 iKO. We found that 129 genes have predicted and conserved target sites within their 3′‐UTRs for the top 10 miRNAs expressed in P60 SNs. 

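The 129 gene names printed in Figure 5n all matched a gene, and 126 could be tested in all 4 comparisons. All 126 had higher counts in both mutants and against both controls at 3 dpc, and 106 of them passed the thresholds in all 4. The genes were chosen by the authors for this induction, so that the direction is fixed in advance. In Dicer iKO 114 genes were upregulated (median log2 fold change 1.61) and in Dgcr8 iKO 128 were (median 2.10). At 3 dpc, 118 were upregulated against uncrushed nerves (median 2.18) and 123 against contralateral nerves (median 2.22). Against uncrushed nerves 1 gene of the list was downregulated (log2 fold change -1.49).
File S2 lists 853 predicted targets of let-7f, the miRNA measured in these mutants. As read here File S2 held 1998 target pairs, and whether these are all of its pairs is not known, so the target list may be incomplete. Among the 640 genes induced in all 4 comparisons, 37 (5.78%) were let-7f targets, against 688 of the 12003 other genes tested in all 4 (5.73%; odds ratio 1.01, two-sided Fisher's exact p = 0.930). The log2 fold changes of all let-7f targets were compared with those of the other genes by camera with an inter-gene correlation estimated from the data, in a family of 4 set tests with BH adjustment. In Dicer iKO the median of 731 targets was 0.05 above that of other genes, with 388 of them higher in the mutants (adjusted p = 0.314). In Dgcr8 iKO it was 0.18 above for 744 targets, with 445 higher (adjusted p = 0.237). With the inter-gene correlation preset to 0.01 in place of the estimate, the adjusted p in Dgcr8 iKO was 0.0496.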

Similar to our predictions during development, these data support the idea that miRNAs are involved in the induction of the injury‐induced genes upregulated in Dicer and Dgcr8 iKO (Figure 5n). In summary, our data reveal a requirement of Dicer and Dgcr8 in proper maintenance of the myelinating SC fate, which we predict is likely due to a core set of SN‐enriched miRNAs targeting injury‐induced genes.

## 4 DISCUSSION

We have gathered data from a quantitative comparative loss‐of‐function approach targeting core components of the miRNA biogenesis pathway in SCs, combined with whole‐transcriptome and explorative bioinformatics analyses. Our results show the following: (a) The SC‐expressed microprocessor is essential for PNS development by guiding radial sorting of axons by SCs into myelinating units, ensuring correct SC numbers for this process. (b) The microprocessor is necessary to prevent aberrantly‐elevated transcript levels of injury‐response genes in developing SCs. (c) Bioinformatics analysis predicts that microprocessor‐dependent expression of injury‐response genes is targeted by developmental stage‐specific enriched miRNAs and differentially expressed TFs. (d) Dicer and the microprocessor component Dgcr8 are required for proper maintenance of the myelinating SC fate, presumably by maintaining miRNA‐mediated suppression of injury‐response genes.

Successful radial sorting depends on an accurate pool of immature SCs to match the number of axonal segments to be myelinated. The observed deficit in SCs in P1 Dgcr8 and Drosha cKO is therefore likely to be causal for the early impairments in radial sorting. Such impairments have also previously been observed in response to increased SC death or decreased SC proliferation (Brinkmann et al., 2008; Messing et al., 1992; Porrello et al., 2014). As proliferation was not detectably changed in Dgcr8 and Drosha cKO, the increase in SC apoptosis likely contributes to the observed SC deficit. Additionally, given the developmental induction of injury‐response genes in Dgcr8 and Drosha cKO, this may further lead to some form of early SC reprogramming, drifting away from the transcriptome boundaries normally required by immature SCs. In this way, such changes may also diminish the pool of immature SCs that are capable of performing radial sorting.

The remarkable ability of SCs to respond to injury and to activate a defined repair program is beneficial to the recovery of peripheral nerves and stands in sharp contrast to the CNS injury response (Brosius Lutz & Barres, 2014). However, such a program needs to be tightly controlled. Our results from developmental Dgcr8 and Drosha cKO reveal that the microprocessor is critically involved in this regulation of the injury‐response program by preventing its inappropriate activity during PNS development. In support of this interpretation, we detected prominent induction of Shh and Gdnf upon loss of microprocessor in P1 SN, both of which are described markers of repair SCs (Jessen & Mirsky, 2016). The presence of these markers at this time point coincides with the onset of the cellular phenotype observed upon loss of microprocessor. Along with the presence of these repair SC markers, we verified the expression of other injury‐response genes by comparing whole‐transcriptome data after loss of microprocessor at P1 with data gathered from 3 dpc SNs, consistent with an early reprogramming of microprocessor‐deficient SCs into repair‐like SCs. Nevertheless, microprocessor‐dependent genes that are not induced upon injury might also contribute to impaired radial sorting.

In adult myelinating SCs, we found that induced deletion of Dgcr8 or Dicer leads to a failure in proper maintenance of the myelinating SC fate, resulting in the presence of demyelinated axons. Additionally, both Dgcr8 and Dicer iKO express a large fraction of genes induced upon active SC reprogramming. Notably, the requirement of both Dgcr8 and Dicer to counteract injury‐response gene expression in adult SCs is in apparent contradiction to the requirement of the microprocessor, but not Dicer, in the suppression of these genes in developing SCs. However, the major relevant described functions of both the microprocessor and Dicer are in the biogenesis of canonical miRNAs. In this context, we show that stage‐specifically enriched miRNAs in developing and adult nerves are predicted to target a large fraction of the injury‐induced transcripts that are enriched upon loss of the microprocessor in developing SNs and upon induced Dgcr8 or Dicer deletion in adult SCs. Upon closer inspection, however, we noticed that the genes induced in developing SCs in Dgcr8 and Drosha cKO are also mildly increased in Dicer cKO. In the context of miRNAs‐based regulation, this might be interpreted in that miRNAs are less efficiently depleted and/or less functional in Dicer cKO than in Dgcr8 and Drosha cKO. Related to this, it has been reported that loss of Drosha compared to Dicer does not equally affect the population of expressed miRNAs (Kim, Kim, & Kim, 2016). While loss of Drosha caused a strong decrease of all expressed miRNAs, loss of Dicer more specifically resulted in reduced levels of miRNAs derived from the 3′‐strand (3p) leaving the 5′‐strand (5p) miRNAs less affected. The authors suggested a possible Dicer‐independent mechanism to mature pre‐miRNAs to mature 5p‐species. While such a mechanism might contribute to the milder radial sorting defects and the less prominent upregulation of the microprocessor‐dependent genes in Dicer cKO, differences in stabilities of the genetically targeted proteins‐to‐be‐deleted may also take part in shifting miRNA depletion efficiencies.

In Dicer and Dgcr8 iKO SN, we found incomplete phenotypic penetrance. Individual miRNA mutants often lack a phenotype or show incomplete penetrance if not challenged by additional environmental stress factors (Mendell & Olson, 2012). Thus, the lack of such stress factors together with desynchronized miRNA depletion timings in individual SCs may contribute to the penetrance variability that we observed.

Taken together, we favor a general mechanism involving miRNAs that prevents inappropriate activity of the injury response in developing and adult SCs. However, we cannot exclude other distinct mechanisms contributing to or accounting for the defects that we observed in our mutants during development and myelin maintenance. For example, the microprocessor was shown to bind also to pri‐miRNA‐like structures present in other RNA species such as mRNAs, small nuclear‐RNAs, and long non‐coding RNAs (Macias, Cordiner, & Caceres, 2013). During adult neurogenesis, Drosha, but not Dicer or miRNAs, is required to favor neuronal differentiation over oligodendrogenesis by binding and cutting a pri‐miRNA‐like hairpin within Nfib mRNA (Rolando et al., 2016). Similarly, for dendritic cell development, Drosha is required to cleave hairpins within mRNAs encoding inhibitors of myelopoiesis (Johanson et al., 2015).

We envision that our data, including the bioinformatics analysis, constitute an important resource that motivates multiple future studies to individually evaluate the physiological impact of predicted miRNA‐target and transcription factor relationships, which could act to safeguard early onset radial sorting and the myelinated adult SC state.

Our data highlight the multifaceted requirement of the miRNA biogenesis pathway in SC physiology during development and adulthood, potentially also with consequences in SC‐related pathologies as seen in neuropathies, or in the processes following after nerve injury and in regeneration. These aspects warrant further investigations.

## CONFLICT OF INTEREST

No conflict of interests declared.

## AUTHOR CONTRIBUTIONS

Conceptualization: DG, JAP, US; methodology: DG, JAP, LO, US; validation: DG, JAP, LO, US; formal analysis: DG, JAP, LO, AM; investigation: DG, JAP, DC, TK; resources: US; data curation: LO, DG; writing ‐ original draft: DG; writing ‐ review & editing: DG, JAP, LO, DC, TK, AM, US; visualization: DG, JAP; supervision: DG, JAP, US; project administration: US; funding acquisition: US.

## DATA AVAILABILITY

RNA sequencing data have been deposited at the NCBI GEO database with the primary accession code GSE109075.

## Supporting information

**Figure S1** Microprocessor‐independent miRNAs do not underlie the earlier developmental arrest of Dgcr8 cKO compared to Dicer. Related to Figure 1
**Figure S2**. Sciatic nerve cellularity and cytokine expression. Related to Figures 2 and 3
**Figure S3**. Gene set enrichment analysis of biological processes associated with differentially regulated genes after nerve crush injury. Related to Figure 4
**Table S1**. List of reagents
**Table S2**. List of qPCR primers Click here for additional data file.

File S1 Predicted target genes and Pct scores of top 10 SN‐enriched miRNAs at P1. Click here for additional data file.

File S2 Predicted target genes and Pct scores of top 10 SN‐enriched miRNAs at P60. Click here for additional data file.

File S3 GO terms (biological process) for genes upregulated in Dgcr8 cKO and Drosha cKO at P1. Click here for additional data file.

File S4 Transcription factors predicted to target differentially expressed genes in Dgcr8 cKO and Drosha cKO at P1. Click here for additional data file.

File S5 GO terms (biological process) for genes upregulated upon SN injury in wild‐type mice. Click here for additional data file.

File S6 GO terms (biological process) for genes downregulated upon SN injury in wild‐type mice. Click here for additional data file.

File S7 Transcription factors predicted to target differentially expressed genes upon SN injury in wild‐type mice. Click here for additional data file.

# Supplementary material for: The miRNA biogenesis pathway prevents inappropriate expression of injury response genes in developing and adult Schwann cells
**Source:** Glia. 2018 Oct 8;66(12):2632–44. doi: 10.1002/glia.23516
**Supplement:** Supplementary file 1 — Figure S1 Microprocessor‐independent miRNAs do not underlie the earlier developmental arrest of Dgcr8 cKO compared to Dicer. Related to Figure 1 Figure S2. Sciatic nerve cellularity and cytokine expression. Related to Figures 2 and 3 Figure S3. Gene set enrichment analysis of biological processes associated with differentially regulated genes after nerve crush injury. Related to Figure 4 Table S1. List of reagents Table S2. List of qPCR primers

**Supporting Information**

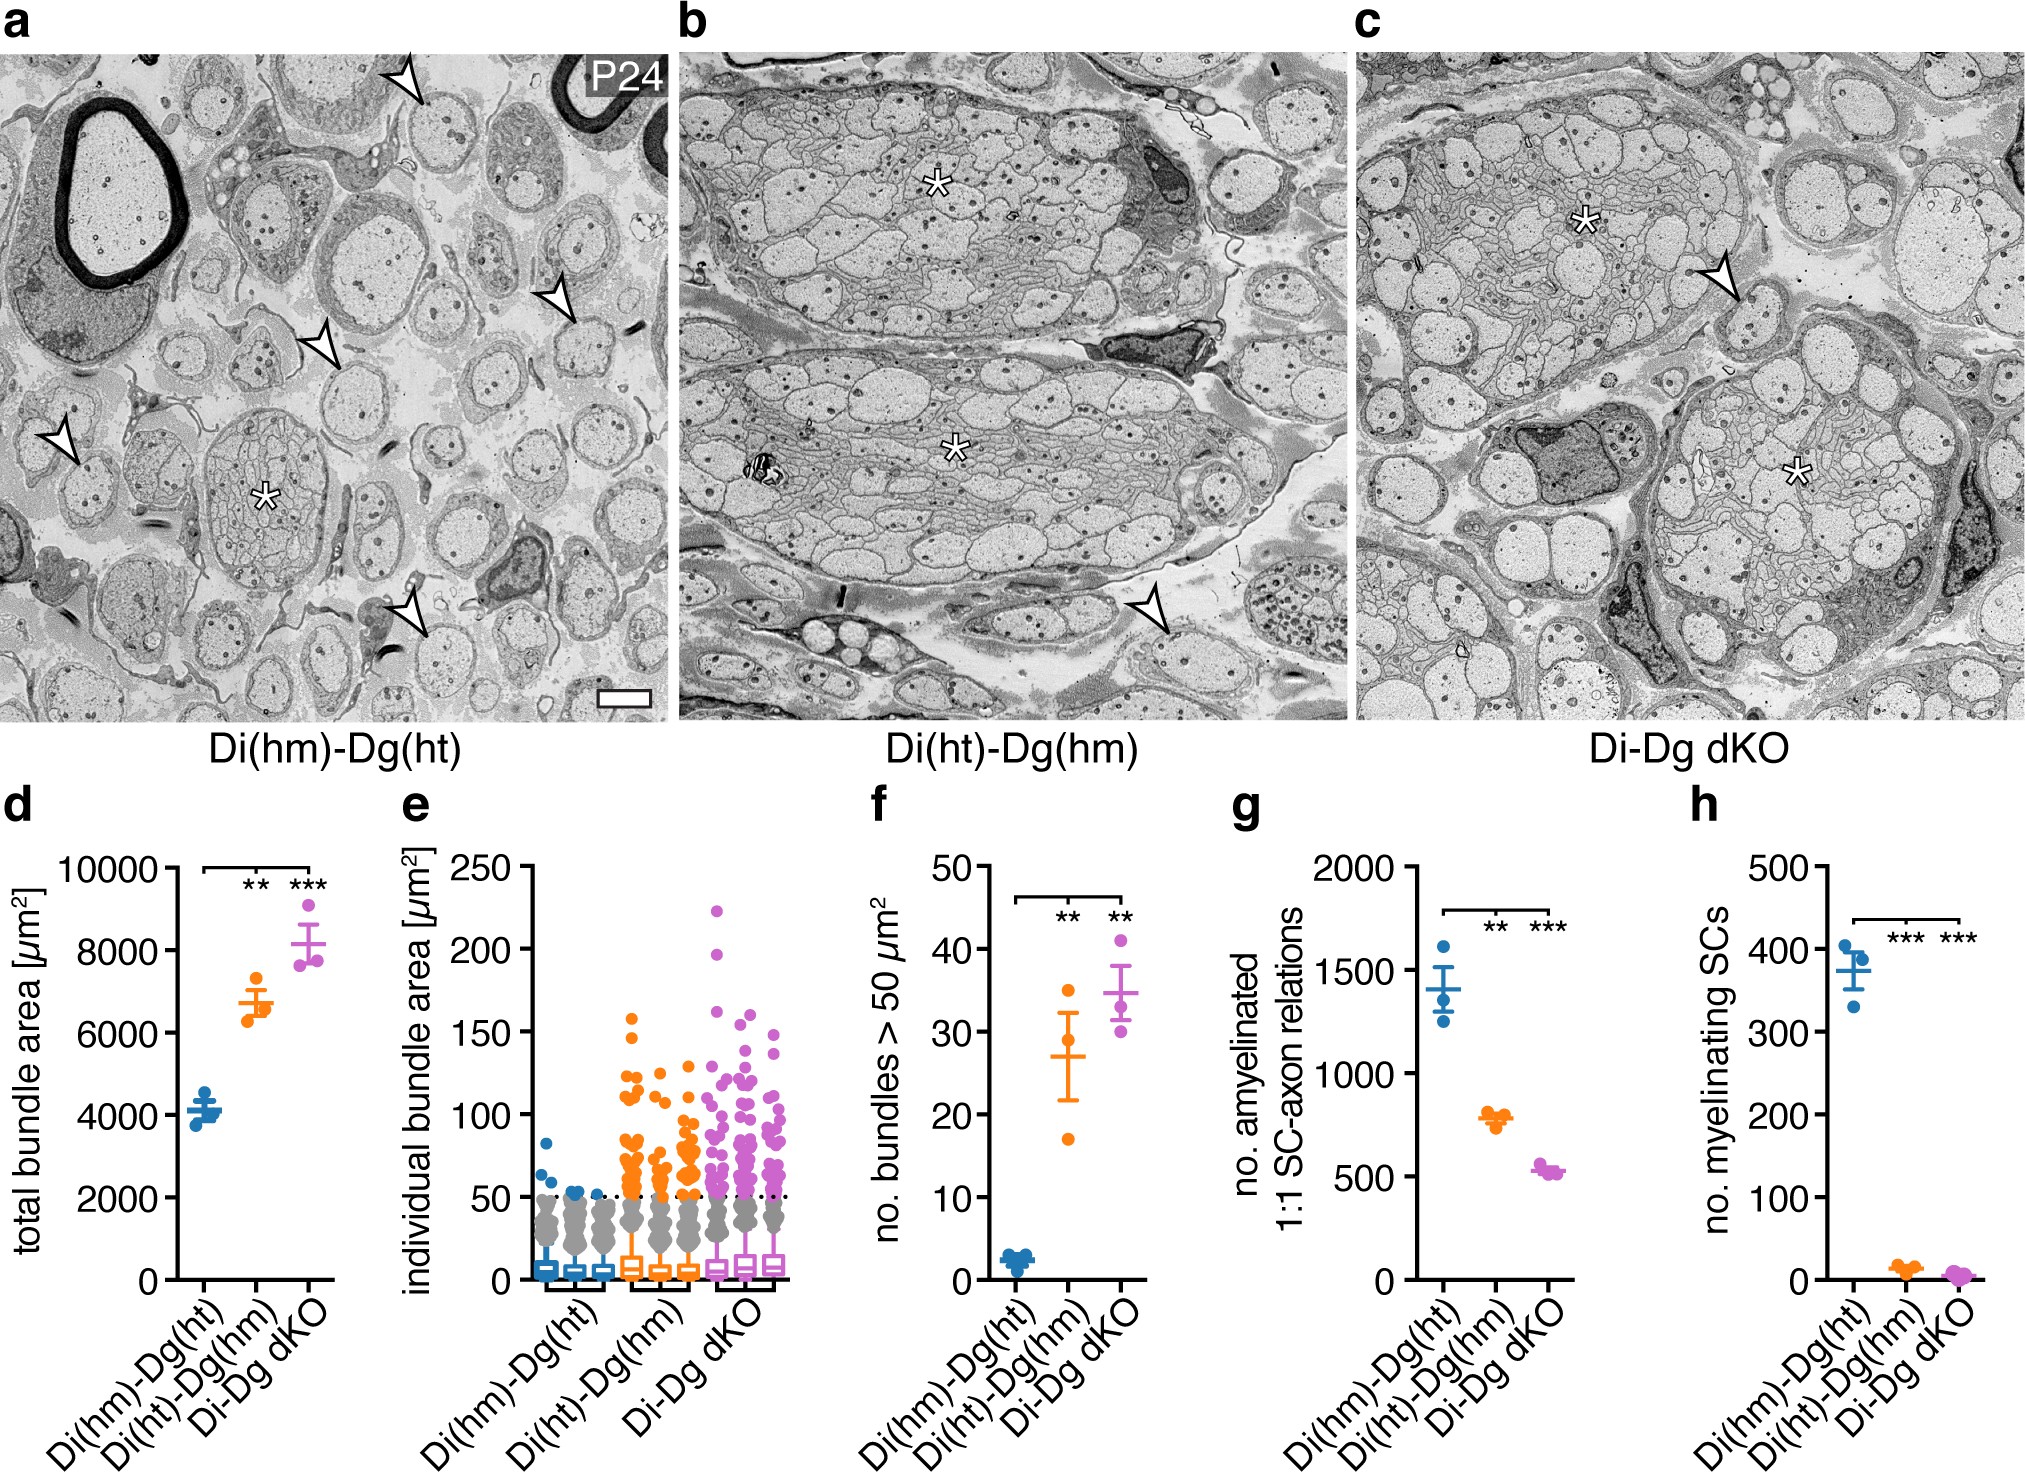

**Figure S1.** Microprocessor-independent miRNAs do not underlie the earlier developmental arrest of Dgcr8 compared to Dicer cKO. Related to Figure 1. (a-c) Electron micrographs of *Dhh^Cre^-Dicer1^flox/flox^-Dgcr8^flox/wt^* (Di(hm)-Dg(ht)) (a), *Dhh^Cre^-Dicer1^flox/wt^-Dgcr8^flox/flox^* (Di(ht)-Dg(hm)) (b), and *Dhh^Cre^-Dicer1^flox/flox^- Dgcr8^flox/flox^* mutant mice (Di-Dg dKO) (c). (d) Total area covered by bundles of unsorted axons per SN cross-section in Di(hm)-Dg(ht), Di(ht)-Dg(hm) and Di-Dg dKO at P24 (3 mice per condition). (e) Box plots representing individual bundle size distribution per SN cross-section of Di(hm)-Dg(ht), Di(ht)-Dg(hm) and Di-Dg dKO at P24 (one box per animal). (f) Number of bundles of unsorted axons larger than 50 µm^2^ in SNs of Di(hm)-Dg(ht), Di(ht)-Dg(hm) and Di-Dg dKO at P24 (3 mice per condition). (g,h) Number of 1:1 amyelinated SC-axon units (g) and myelinating SCs (h) per SN cross-section in Di(hm)-Dg(ht), Di(ht)-Dg(hm) and Di- Dg dKO at P24 (3 mice per condition). Scale bar, 2 µm (a-c). Error bars: s.e.m. One-way ANOVA with Tukey’s multiple comparison test **P*<0.05, ** *P*<0.01, *** *P*<0.001 (d, f-h).

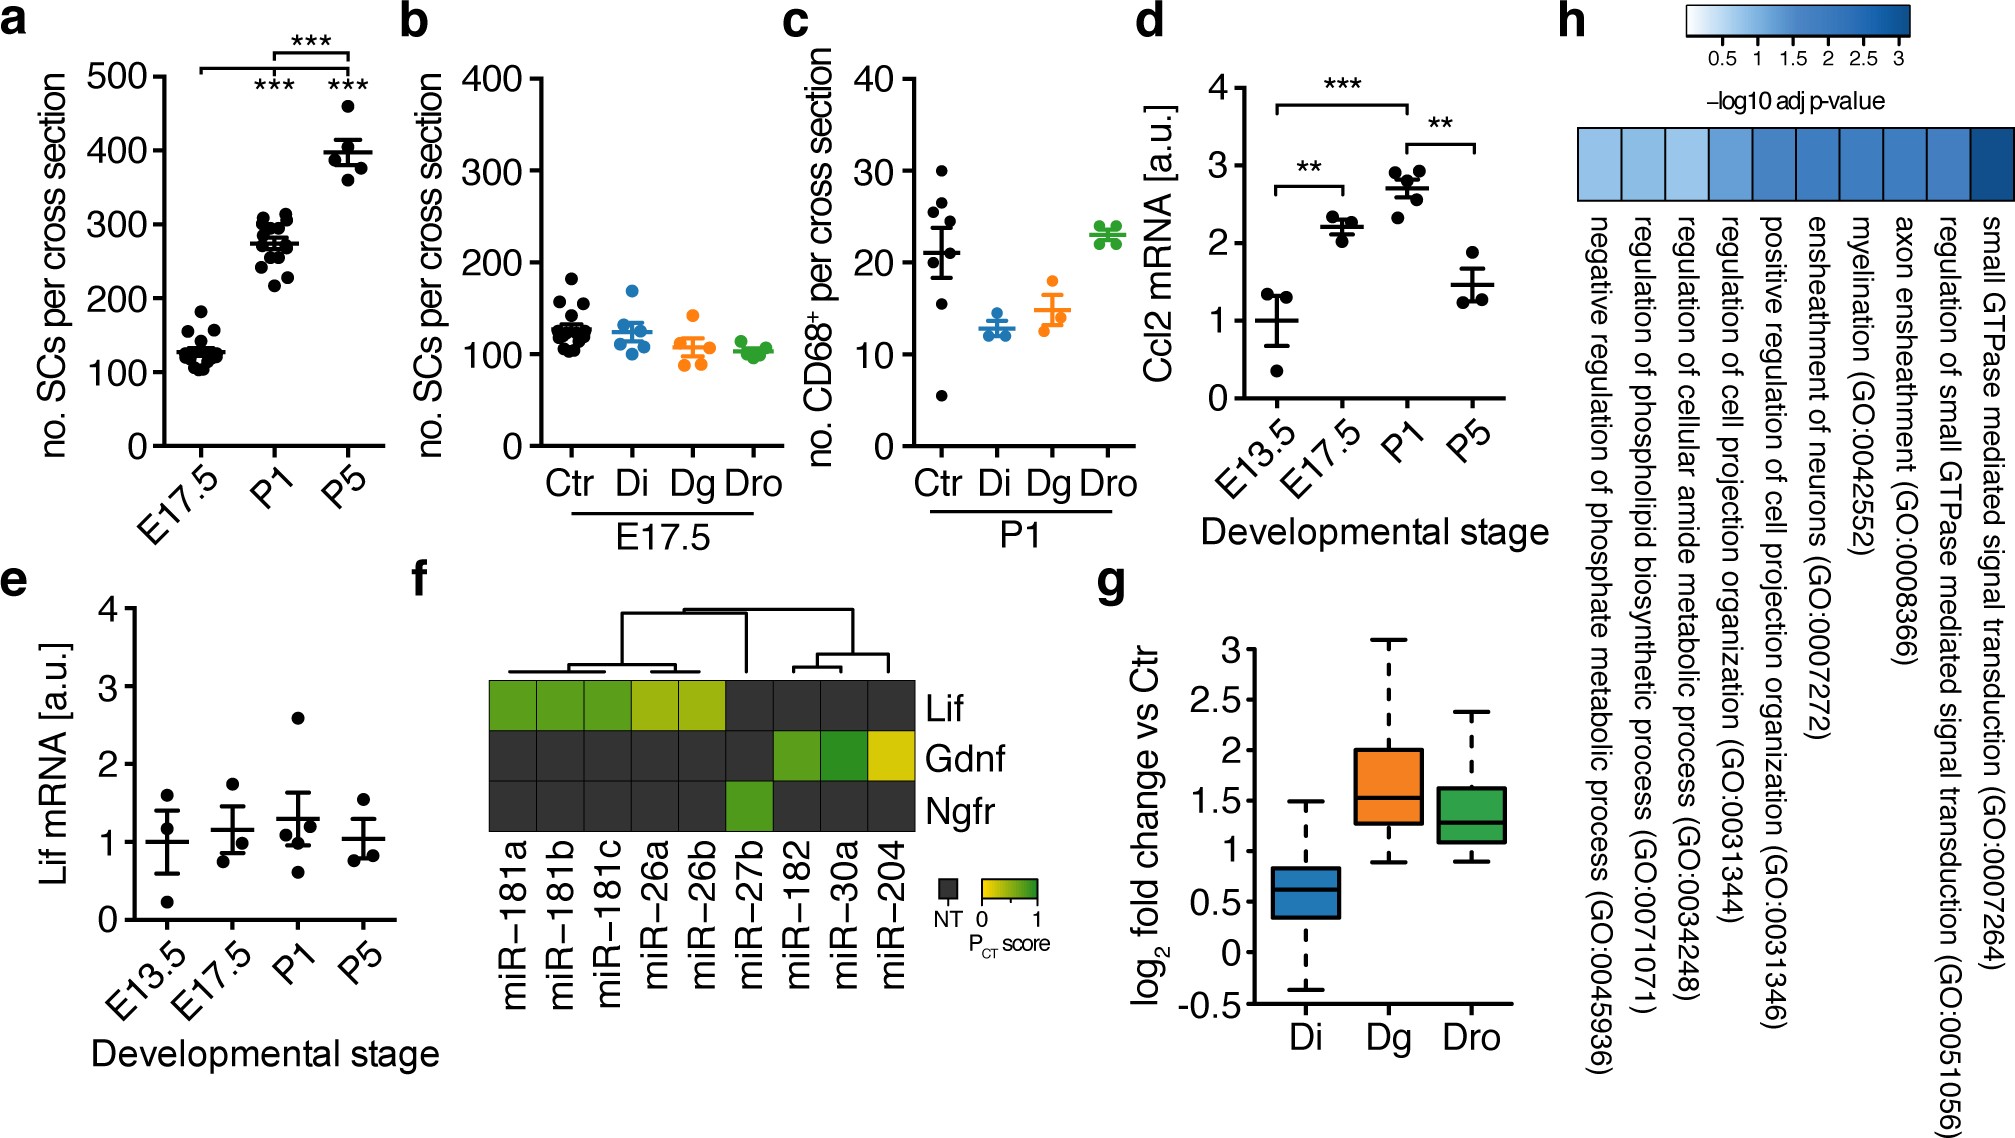

**Figure S2.** Sciatic nerve cellularity and cytokine expression. Related to Figure 2 and 3. (a) Number of SCs per SN cross-section in control mice at E17.5, P1 and P5. Number (n) of mice per condition: E17.5 (n=16), P1 (n=15), P5 (n=5). E17.5 control data are also represented in Figure S2B, and P1 control data are also represented in Figure 2B. (b) Number of SCs per SN cross-section in Dicer cKO (Di), Dgcr8 cKO (Dg) and Drosha cKO (Dro) compared to controls (Ctr) at E17.5. Number (n) of mice per condition: Ctr (n=16), Di (n=6), Dg (n=5), Dro (n=5). (c) Number of CD68-positive cells per SN cross-section in Ctr, Di, Dg and Dro compared to Ctr at P1. Number (n) of mice per condition: Ctr (n=8), Di (n=3), Dg (n=3), Dro (n=4). (d,e) Levels of Ccl2 (d) and Lif (e) mRNA in peripheral nerves at E13.5, E17.5, P1 and P5. Number (n) of mice per condition: E13.5 (n=3), E17.5 (n=3), P1 (n=5), P5 (n=3). (f) Predicted miRNA target sites (TargetScan) within Lif, Gdnf and Ngfr 3’-UTRs among Top50-expressed miRNAs (Gökbuget et al., 2015) in P1 SN (TargetScan). Target site conservation and quality is reflected by the P_CT_ score and non-predicted targets (NT) in gray. Error bars: s.e.m. One-way ANOVA with Tukey’s multiple comparison test **P*<0.05, ** *P*<0.01, *** *P*<0.001 (a-e). (g) Log_2_-fold change of Dg and Dro upregulated genes (Figure 3c) in Di, Dg and Dro compared to controls. (h) GO analyses of downregulated genes in Dgcr8 and Drosha cKO compared to Dicer cKO and controls.

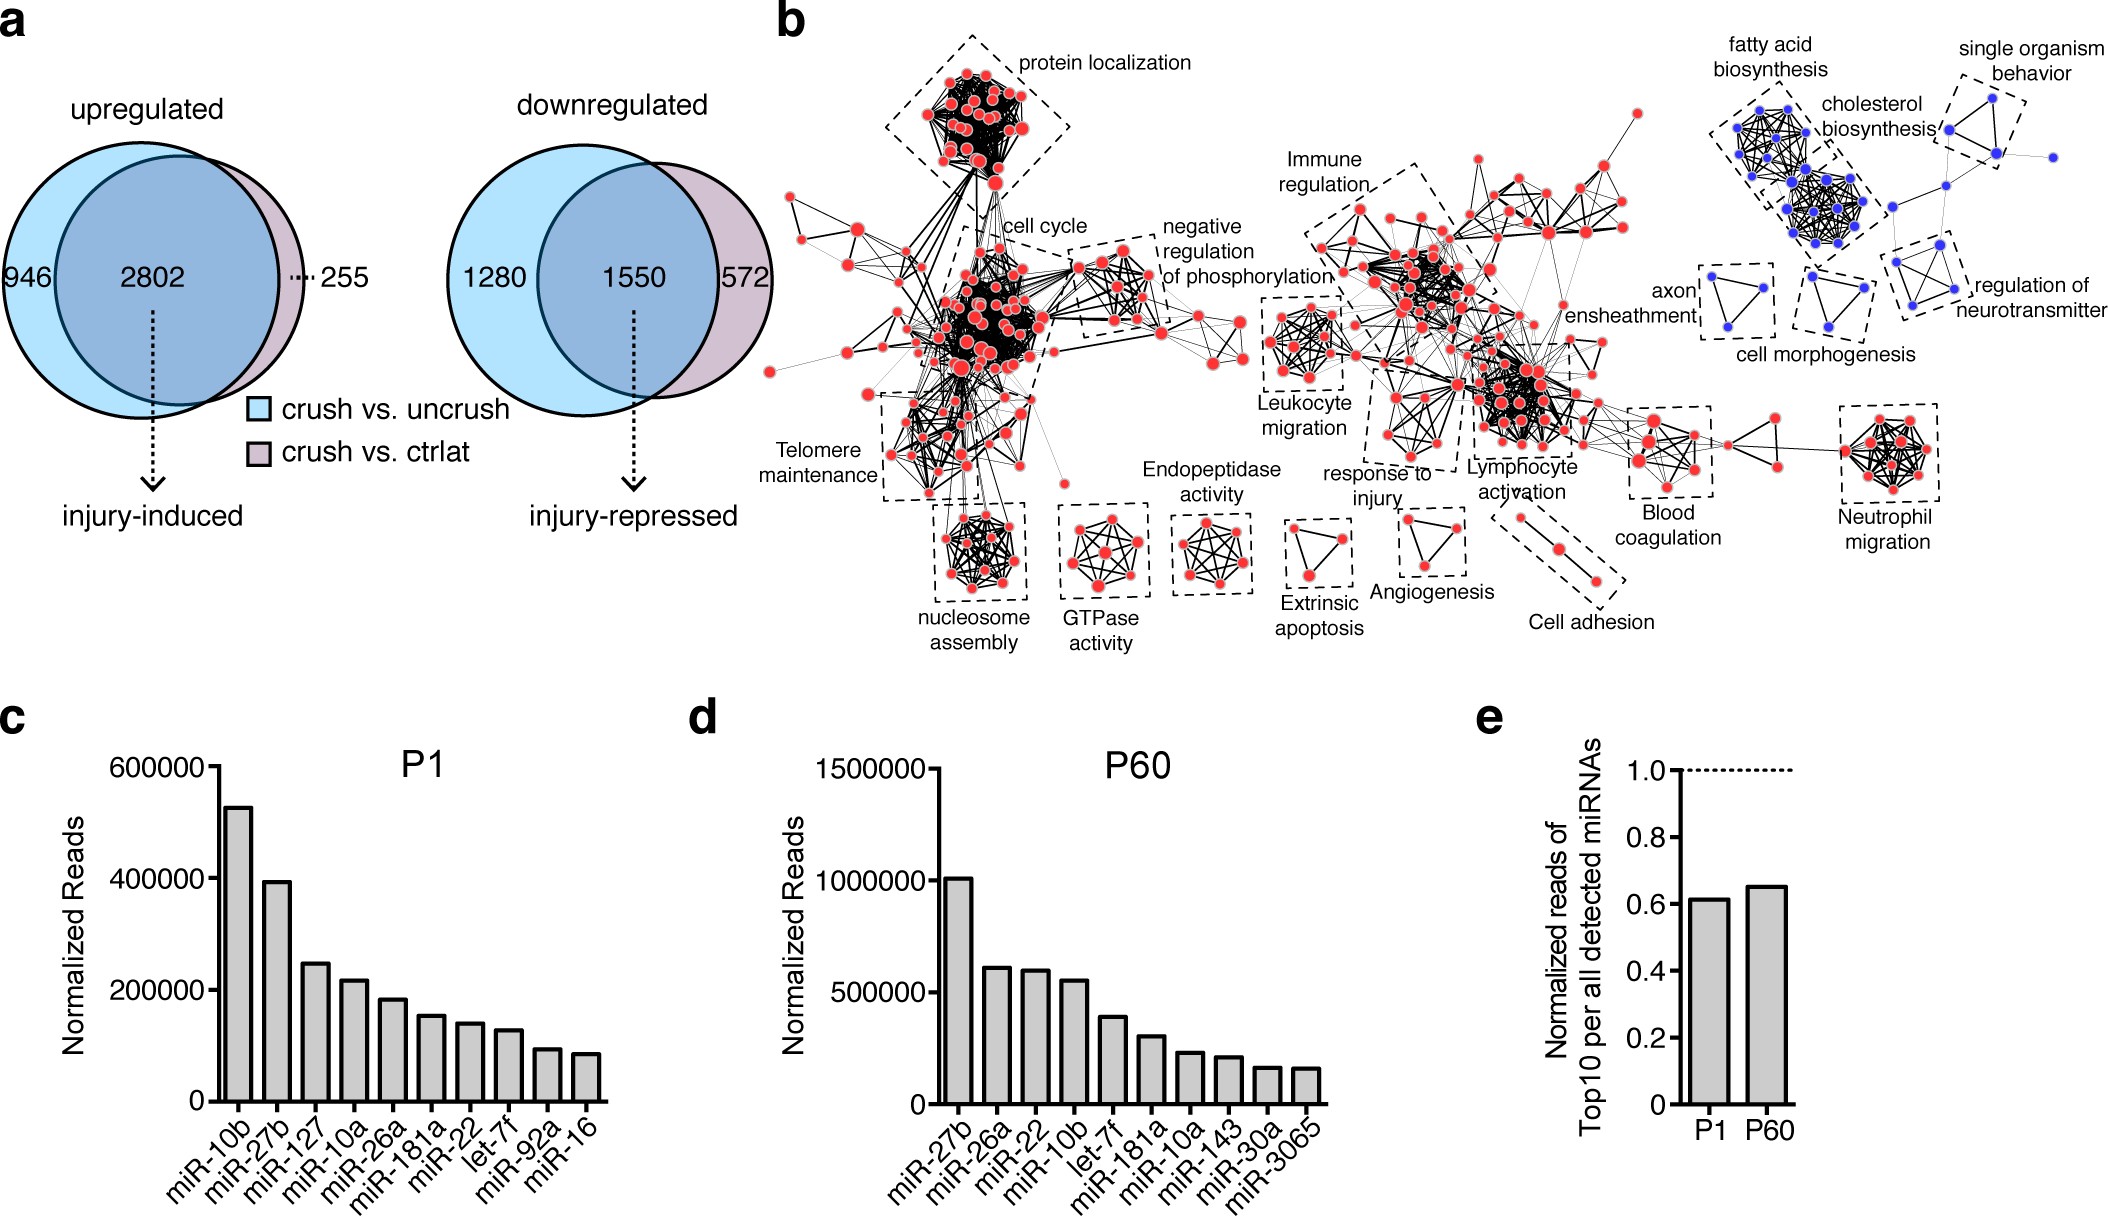

**Figure S3.** Gene set enrichment analysis of biological processes associated with differentially regulated genes after nerve crush injury. Related to Figure 4.

1. Venn diagram comparing number of up- and downregulated genes in RNA sequencing data from 3 dpc SNs (crush) compared to uncrushed and contralateral (ctrlat) controls. 

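In the counts as re-derived, 465 genes were upregulated at 3 dpc against uncrushed nerves only, more than against contralateral nerves only. For downregulated genes, the parts outside the overlap were 1822 against uncrushed nerves only and 410 against contralateral nerves only.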

Number (n) of mice per condition: crush (n=4), ctrlat (n=4), uncrushed (n=3). Jointly up- and down-regulated genes were considered as injury-induced and –repressed genes in downstream bioinformatics analyses.
2. Network graph produced by Cytoscape 3 showing significantly enriched GO biological process gene sets among the injury-induced (red nodes) and - repressed (blue nodes) genes imported into Enrichment Map. Nodes represent individual GO term gene sets. Edges represent the relatedness between the genes within the gene sets. (c,d) Normalized reads (by library size) of Top10 miRNAs expressed in sciatic nerve extracts at P1 (c) and P60 (d) (Gökbuget et al., 2015). (e) Relative abundance of Top10 miRNAs compared to all other detected miRNAs in SN extracts of P1 and P60.

**Table S1.** List of reagents.

| REAGENT | SOURCE | IDENTIFIER |
| --- | --- | --- |
| Antibodies | | |
| Rabbit-anti-Cleaved Caspase 3 | Cell Signaling | 9661 |
| Goat-anti-Sox10 | R&D | AF2864 |
| Rat-anti-CD68 | Serotec | MCA1957 |
| Donkey-anti-rabbit-Alexa488 | Life Technologies | A21206 |
| Donkey-anti-goat-Alexa 647 | Life Technologies | A21447 |
| Donkey-anti-rat-Alexa 647 | Life Technologies | A21247 |
| Commercial assays, chemicals and enzymes | | |
| TruSeq Stranded total RNA Sample Prep Kit | Illumina | 20020596 |
| RiboZero Gold rRNA Removal Kit | Illumina | MRZG126 |
| Fast Start Essential DNA Green Master | Roche | 06924204001 |
| TaqMan Universal PCR Master Mix | Life Technologies | 4324018 |
| TaqMan MicroRNA Assay let-7f-5p | Life Technologies | 000382 |
| TaqMan MicroRNA Assay miR-10a-5p | Life Technologies | 000387 |
| TaqMan MicroRNA Assay miR-181a-5p | Life Technologies | 000480 |
| TaqMan MicroRNA Assay miR-30a-5p | Life Technologies | 000417 |
| DAPI | Sigma | D9542 |
| Click-iT EdU Alexa Fluor™ 647 Imaging Kit | Invitrogen | C10340 |
| EdU (5-ethynyl-2’-deoxyuridine) | Invitrogen | E10187 |
| TUNEL enzyme | Roche | 11767305001 |
| Biotin-16-dUTP | Roche | 11093070910 |
| Streptavidin Alexa Fluor 546 | Invitrogen | S11225 |
| Software and Algorithms | | |
| Trimmomatic | (Bolger et al., 2014) | Version 0.33 |
| STAR | (Dobin et al., 2013) | Version 2.5.1b |
| RSEM | (Li and Dewey, 2011) | Version 1.2.22 |
| edgeR | (Robinson et al., 2010) | Version 3.12 |
| Biolayout Express3D | <http://www.biolayout.org/> | Version 3.2 |

**Table S2.** List of qPCR primers.

**Primer Sequence (5’-3’)**

dicer1_forward GGCTTCCTCCTGGTTATGTGGTAAACC dicer1_reverse ACCCAGTTTGCCATTAGCCAGC dgcr8_forward CTGTGCTCCCAAGAAGAGGCG dgcr8_reverse CAATGGCTCTGTAGGTGGACGG drosha_forward GACGACGACAGCACCTGTT

drosha_reverse GATAAATGCTGTGGCGGATT shh_forward AAAGCTGACCCCTTTAGCCTA shh_reverse TTCGGAGTTTCTTGTGATCTTCC gdnf_forward CGCTGACCAGTGACTCCAAT gdnf_reverse GCTGCCGCTTGTTTATCTGG

ngfr_forward GGGCCTTGTGGCCTATATTGCTTTCAAGAG

ngfr_reverse CTGTCGCTGTGCAGTTTCTCTCCCTC jun_forward CCTTCTACGACGATGCCCTC jun_reverse GGTTCAAGGTCATGCTCTGTTT ccl2_forward AGGTCCCTGTCATGCTTCTG ccl2_reverse GCTGCTGGTGATCCTCTTGT plau_forward AGGGGGAGCACTGTGAGATA plau_reverse AGGTCTGTGGGCATTGTAGG lif_forward ATTGTGCCCTTACTGCTGCTG lif_reverse GCCAGTTGATTCTTGATCTGGT timp1_forward GCAACTCGGACCTGGTCATAA timp1_reverse CGGCCCGTGATGAGAAACT actb_forward TTCTTTGCAGCTCCTTCGTT actb_reverse ATGGAGGGGAATACAGCCC

**File S1.** Predicted target genes and P_ct_ scores of top 10 SN-enriched miRNAs at P1.

**File S2.** Predicted target genes and P_ct_ scores of top 10 SN-enriched miRNAs at P60.

**File S3.** GO terms (biological process) for genes upregulated in Dgcr8 cKO and Drosha cKO at P1.

**File S4.** Transcription factors predicted to target differentially expressed genes in Dgcr8 cKO and Drosha cKO at P1.

**File S5.** GO terms (biological process) for genes upregulated upon SN injury in wild-type mice.

**File S6.** GO terms (biological process) for genes downregulated upon SN injury in wild-type mice.

**File S7.** Transcription factors predicted to target differentially expressed genes upon SN injury in wild-type mice.

How the deposited data were processed for this re-analysis (not part of the article)

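RNA sequencing of mouse SNs was re-derived for 2 experiments. The crush experiment has 11 libraries, from nerves at 3 dpc (n = 4), contralateral nerves (n = 4) and uncrushed nerves (n = 3). The iKO experiment has 12 libraries at 3 mpT, from Dicer iKO, Dgcr8 iKO and Cre-negative controls for each (n = 3 each). Conditions and replicate numbers were taken from the sample labels and the paper's methods. One uncrushed library is replicate 3 by its title and 4 by its description, and its title was used. The labels name a SMARTer pico-input kit for the crush libraries and TruSeq with Ribo-Zero for the iKO libraries, while the paper's methods describe TruSeq with RiboZero. The developing cKO mutants, the small RNA libraries and the qPCR measurements are not analysed here.

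The authors trimmed the reads with Trimmomatic, aligned them with STAR and quantified Ensembl transcripts of GRCm38 with RSEM. The deposited expected counts (estimated counts per transcript, without normalization) were used for every test. The authors' RSEM run also gave TPM values, scaled to transcript length and library size, which were not used in any test. The deposited FPKM values, scaled by the authors' RSEM run to transcript length and library size, were not used in any test either. The crush libraries list transcripts of 43068 genes and the iKO libraries transcripts of 22880 genes, all of which are in the crush list too. The paper's text does not name the Ensembl release. GENCODE M21 annotation gave positions and gene types for 42451 and 22647 of these genes. The planned set of microRNA host and precursor genes was defined by symbols of the Mir family. The iKO list holds 0 of these symbols and the crush list 1190, so this set could not be tested in the mutants.

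Expected counts were summed per gene and rounded. Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each comparison of 2 groups, genes were kept by edgeR's filterByExpr (minimum count 10), normalized by TMM and tested by edgeR's quasi-likelihood test with BH adjustment. The thresholds were a fold change of at least 2 (log2 fold change of at least 1 in size) and an adjusted p of at most 0.05, as the paper gives them. The paper's text names edgeR's negative binomial model and TMM but no test or filter. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F statistic. The difference between the mutants was tested as an interaction term over the 12 iKO libraries, with the adjusted p threshold alone. Gene sets (let-7f targets of File S2 and 20 macrophage markers) were tested by limma's camera with an estimated inter-gene correlation and a prior count of 2, as a family of 4 tests. CPM values are normalized by TMM over all libraries of an experiment, and a pseudocount of 1 was added for log2(CPM + 1). Overlaps were tested by Fisher's exact test over the 12643 genes tested in all 4 comparisons, and percentages of genes carry 95% Wilson intervals.

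Total counts per library ranged from 5594859 to 12806066. Detection limits, set at 3 counts of the total, were 0.234 to 0.453 CPM in the crush experiment and 0.296 to 0.536 CPM in the iKO experiment. Intervals and limits cover counting error only. No pair of replicate libraries was a copy of another: over 27 pairs, the chi-square per degree of freedom ranged from 4.36 to 42.4.

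The genes named were fixed by rule. They are the genes that the paper names in its sections on injury and on the iKO mutants, the 3 genes with the highest and the 3 with the lowest log2 fold change of each comparison (adjusted p of at most 0.05, mean log2 CPM of at least 1, no overlap between the groups), and up to 3 genes per direction for the interaction. Gene lists were those printed in Figures 4c and 5n and in Files S3, S5 and S6. The names Gp49a, Aim1 and Yam1 of Figure 4c matched no gene. Some lists of File S5 are readable only in part.

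The tests were tested on simulated data with 200 changed genes. With 3 against 3 libraries, the quasi-likelihood test found 197 of 200 with 3 false calls among 12858 genes, and with 4 against 4 it found 199 of 200 with 2 false calls among 16736 genes. The interaction test found 380 of 395 changed genes with 14 false calls among 13172 genes. The median log2 fold change of the raised genes was 2.01, 1.99 and 2.05 in these simulations, and only genes well above the detection limit were changed. Recovery of changes near the 2-fold limit or of genes near the detection limit was not tested.

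The alternatives were RLE normalization, no filter on counts (at least 1 count in total), at least 10 counts in every sample, protein-coding genes only, the replicate number as a block, edgeR's exact test, DESeq2's Wald test, all groups in one fit, an adjusted p threshold of 0.01, targets with a PCT score of at least 0.9 (451 genes), a preset inter-gene correlation of 0.01, and each replicate left out in turn. They were chosen, like the tests and the naming rule, before the data were examined. A covariate for Y-linked expression was added after seeing the data. The pairing behind the block comes from the replicate numbers in the labels, and neither the labels nor the paper say which libraries came from one mouse or were prepared together.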

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

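All tests of an explanation in this part were chosen only after the results were seen. Single libraries were compared with the rest of their group wherever a group had 4 libraries, that is for the named genes in contralateral and 3 dpc nerves. In 87 such groups, 5 had a library farther from the others than Dixon's limit at 95% allows, where 4.35 are expected by chance, so their number gives no sign of disturbed libraries.

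In crushed nerve 2, Tfap2a was at 7.02 CPM (8.99 to 9.29 in the other 3 crushed nerves), B3gnt7 at 3.51 CPM (2.02 to 2.09), Cd200r4 at 3.02 CPM (0.919 to 1.13) and Igflr1 at 0.0817 CPM, which is 1 count where the others have 0. In crushed nerve 1, Retnla was at 1.69 CPM (0.0919 to 0.245). Igflr1, and Retnla in the other 3 crushed nerves, lie at or near the detection limit. Crushed nerve 2 accounts for 4 of the 5. Its total count was not apart from those of the other 3 crushed nerves (Dixon's ratio 0.231), which speaks against library size. RNA from macrophages is a candidate explanation: all 20 macrophage markers were higher in crushed nerve 2 than in the mean of the other 3 crushed nerves, by a median of 0.55 on the log2 scale (0.15 to 1.03). A larger number of macrophages in this nerve and a difference in the dissected tissue cannot be told apart here, and the sum over markers of one cell type is 1 observation. For Retnla in crushed nerve 1 no explanation was tested.

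The effect of the deletion differed between the mutants for Plvap (4.78 on the log2 scale, higher in Dgcr8 iKO) and for Per3 (-1.27), as the interaction term shows. In neither mutant were counts of the targeted gene lower past the threshold, so the direction rests on the labels. Of the 32 splits of the libraries within each line that parted as many same-numbered pairs, 5, the real one included, gave at least as many genes (up to 6860). Exchanging all mutant and control libraries in one line, as in the split with 6860 genes, turns the difference between the effects into their sum. The splits with 5221 and 1160 genes came near this, with an r between the effects of -0.777 and -0.549. A split that exchanged 1 Dicer pair and 0 Dgcr8 pairs (r 0.151) gave 2 genes, as many as the real one, without such a turn. These splits therefore cannot tell the difference apart from chance. The Dgcr8 libraries were then thinned to the depth of the Dicer libraries. The differences did not shrink, at 4.85 for Plvap (interaction term, adjusted p = 0.0512) and -1.34 for Per3 (adjusted p = 0.0356). Of the 2 genes, 1 stayed past the threshold. The sizes argue against depth as the source of these 2 differences. GC content and gene length were checked on the 500 tested genes nearest to each gene. Their median difference was -0.0610 for GC content and 0.0557 for gene length near Per3, and 0.0471 and -0.0446 near Plvap, so no bias shared by genes of similar GC content or length was seen. A bias in these single genes was not tested, and the differences cannot be told apart from it. For Plvap, a marker of endothelium, RNA from endothelial cells was tested with 15 other markers. Their median difference was -0.0550, and 10 of 15 were lower, which goes against this source. For Per3, time of collection remains a candidate explanation: 7 of the 8 other clock genes differed between the mutants in the direction that a shifted clock would give, 0 of them with an adjusted p under 0.05. The paper's text and the labels do not give the hour of collection. The difference in Per3 cannot be told apart from a difference in that hour. For Plvap, none of the tests showed what accounts for the difference, and batches could not be tested, because the labels give no dates. Plvap also rose in crushed nerves. With each library left out in turn, its log2 fold change was 5.47 to 6.22 against contralateral and 4.08 to 4.99 against uncrushed nerves. Whether this rise after injury bears on the difference between the mutants was not tested. A biological difference between the mutants is a hypothesis only.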

How the results depend on the processing

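The tests in this part were set before the results were seen, except for the splits and the covariate for Y-linked expression, which were chosen afterwards. Normalization by RLE in place of TMM shifted the median log2 fold change of all genes by at most 0.02 in any comparison.

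Among the values of whole comparisons and gene sets under alternatives, 283 kept their direction and their side of the threshold, or stayed within 1.5 times the reported count, the Wilson interval of the percentage or 1 SD of the leave-one-out correlations. Of the rest, 56 moved further and 3 passed a threshold that they had not passed. The cause was not tested for any of these changes. With at least 10 counts in every sample, 1747 genes were upregulated against uncrushed nerves (2673 as reported), 1435 were injury-induced (2208), and 63.6% of the jointly induced genes were injury-induced (75.7%). With the replicate block, Dicer iKO had 548 upregulated and 92 downregulated genes (961 and 214), and 497 genes were jointly induced (845). At an adjusted p of 0.01 these numbers were 522, 58 and 476. With each library left out in turn, they ranged from 515 to 1093, from 57 to 375 and from 474 to 949. With all groups in one fit, the percentage was 70.0, and across the fits that each left out one library it ranged from 73.4 to 78.5. The numbers of genes downregulated against uncrushed nerves, and those for crushed against contralateral nerves, for Dgcr8 iKO and for injury-repressed genes stayed within 1.5 times the reported count under every alternative run.

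Between contralateral and uncrushed nerves, where 0 genes were called and 3165 had an unadjusted p under 0.05, 13 genes were higher and 128 lower in contralateral nerves without the filter on counts, and 2 higher and 175 lower by edgeR's exact test. DESeq2's Wald test gave 20 lower genes, the replicate block 6, protein-coding genes only 1, and all groups in one fit 1. With each library left out in turn, 0 were higher and 0 to 95 lower.

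The number of genes whose effect differed between the mutants (2, with 1861 at an unadjusted p under 0.05) was 1 with RLE, 20 without the filter, 235 by DESeq2's Wald test, and 0 with at least 10 counts in every sample, with the replicate block and at an adjusted p of 0.01. With each library left out it ranged from 0 to 401, the highest without Dicer control 3, the only control with 0 counts of Y-linked genes. The correlation between the mutants' effects (0.858) was 0.563 without the filter and 0.801 with all groups in one fit, and ranged from 0.800 to 0.867 with each library left out. With the inter-gene correlation preset to 0.01, the shift of let-7f targets in Dgcr8 iKO (0.18) passed with an adjusted p of 0.0496, and those of the macrophage markers in Dicer iKO (2.49) and Dgcr8 iKO (3.23) with 8.65e-11 and 1.61e-11. A preset value takes no account of the correlation between these genes. The planned test of microRNA host and precursor genes in the mutants gave no value under any setting, because the set was defined by symbols of the Mir family and the iKO libraries list 0 of them.

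Of 2277 values of named genes under alternatives, 1158 kept their direction and their side of an adjusted p of 0.05 under another choice of processing and 1019 with one library left out. The 2-fold limit was not part of this count. Under another choice, 16 no longer passed and 16 newly passed this adjusted p and 2 reversed, and with one library left out 51 no longer passed, 12 newly passed and 3 reversed. The reversals concern genes with log2 fold changes near 0. Drosha in crushed against uncrushed nerves (-0.05) was 0.17 without the filter, and from -0.10 to 0.0238 with each library left out, the highest without uncrushed nerve 2. Dicer1 in crushed against contralateral nerves (0.05) was -0.00487 with at least 10 counts in every sample, and from -0.0494 to 0.0858 with each library left out, the lowest without crushed nerve 2. Tcf4 in Dicer iKO (0.06) ranged from -0.19 to 0.37 with each library left out, the lowest without Dicer control 3. Among the genes that the paper names for the mutants, Jun in Dicer iKO had an adjusted p of 0.0532 without Dicer control 2 and of 0.0542 without Dicer iKO 3, and its log2 fold change (1.01) was 0.83, below the 2-fold limit, without Dicer control 3. Ngfr in Dicer iKO had one of 0.0506 with the block and from 0.0565 to 0.0731 in 3 of the fits that left out a library. The differences of Plvap and Per3 between the mutants kept their direction but no longer passed in most fits that left out a library. With Y-linked expression as a covariate, added after seeing the data, the numbers for Dicer iKO and the jointly induced genes stayed within 1.5 times those reported.

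Other splits of the libraries were compared with the real one where they parted as many same-numbered pairs. The remaining splits, of 10 for 3 against 3 libraries and of 35 for 4 against 4 or 4 against 3, keep some same-numbered libraries on one side and were left out. Of the 8 such splits of crushed and uncrushed nerves, and of the 8 of crushed and contralateral nerves, 1, the real one, gave as many upregulated and as many downregulated genes, and the others gave 0. The same held for 1 of 4 splits of each mutant and its controls, and for the set tests 1 of 4 splits gave as large a shift. With 4 or 8 splits, a share under 0.05 cannot be reached. For contralateral against uncrushed nerves, 8 of 8 splits gave at least the 0 genes found, which no split can miss. The number of jointly induced genes and the correlation between the mutants were each reached by 1 of 32 splits, the real one. The other splits gave 0 jointly induced genes and an r of at most 0.777. The percentage of jointly induced genes that was injury-induced is not defined in these others, so that the 1 of 32 splits in which it is, the real one, tells nothing about it. Of 100 permutations drawn from the 432 within replicate numbers, 1 gave as many injury-induced and 5 at least as many injury-repressed genes, the real one included in both numbers. The other 4 kept the 4 crushed nerves together and only exchanged the 2 kinds of control, and the 95 that mixed crushed and control nerves gave 0 genes of either kind.

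Log2 fold changes of genes with 0 counts in a group depend on how the fitted model treats 0 counts, so their size is not a measured ratio. They can be larger than the detection limit, 0.296 to 0.536 CPM for 3 counts in the iKO libraries, would allow. Plvap had too few counts for a test in Dicer iKO alone (5 to 14 in each of these libraries and their controls).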

Differences from the paper's values

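None of the numbers that the paper states for these comparisons differed from the values found here by more than 1.5 times. For injury-induced genes the paper's number is 2802 and 2208 were found, and for injury-repressed genes the paper's number is 1550 and 1864 were found. The paper's percentage of jointly induced genes that are injury-induced is 77, and 75.7 was found. The paper's number of genes induced in all 4 comparisons is 752, and 640 were found. Of the paper's 196 genes of Figure 4c, 174 were injury-induced here, and of its 129 genes of Figure 5n, 106 were induced in all 4 comparisons. Among the alternatives set before the data were examined, the number of injury-induced genes was 2889 without a filter on counts and 1435, more than 1.5 times below the paper's, with at least 10 counts in every sample. The number of injury-repressed genes was 2395, more than 1.5 times above the paper's, with all groups in one fit. The percentage was 77.3 with the replicate number as a block and 77.8 without a filter.

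The paper counts Tcf4 and Stat3 among the transcription factors upregulated after injury. At 3 dpc Tcf4 had log2 fold changes of 0.48 against uncrushed and 0.43 against contralateral nerves, and Stat3 of 0.90 and 0.61, below the 2-fold limit that the legend of Figure 4d gives. Several Toll-like receptors are given as induced by injury, and Tlr5 had a log2 fold change of 0.94 against uncrushed nerves. The paper describes the mRNA of the targeted genes as lower in both inducible mutants, measured by qPCR at the same age. In the sequencing counts Dicer1 had a log2 fold change of -0.11 in Dicer iKO (adjusted p = 0.357, edgeR's quasi-likelihood test with BH adjustment) and Dgcr8 one of 0.22 in Dgcr8 iKO (adjusted p = 0.233).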

Other observations

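All tests in this part were chosen only after the results were seen, except the set test of macrophage markers, which was planned. The patterns and their tests come from the same libraries, so each explanation is a hypothesis.

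Dgcr8 and Dicer1 counts were not lower past the threshold in the libraries labelled as lacking them. The floxed exons being a small part of the transcript is a candidate explanation: they make up 3.70% of the Dgcr8 transcript and 10.4% of the Dicer1 transcript, so a transcript without them would still be counted. Other cell types of the nerve keep both alleles as well, which was not tested. A mislabelled sample was tested with Jun, Ngfr and Gdnf, and 0 of 12 libraries lay on the side of the other group for at least 2 of these genes. This can only show an exchange of mutant and control libraries. For an exchange between Dicer iKO and Dgcr8 iKO, 0 of 6 mutant libraries lay below their lowest control for the gene that the other line lacks. As Dgcr8 was not lower in Dgcr8 iKO either, it cannot show such an exchange, and the pattern cannot be told apart from a mislabelled sample of that kind. Exon-level reads are not used here, so recombination could not be measured.

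Fewer genes passed in Dicer iKO than in Dgcr8 iKO. Lower depth of the Dicer libraries does not account for it, since 1730 genes were upregulated in Dgcr8 iKO (and 912 downregulated) after its libraries were thinned to the Dicer depth. Y-linked genes had 0 counts in Dicer control 3 and in Dicer iKO 2 and 3, so the Dicer groups appear to hold mice of both sexes in unequal numbers. With Y-linked expression as a covariate, an alternative chosen after seeing the data, 813 genes were upregulated in Dicer iKO, no more than the 961 without it. A larger spread between replicates remains a candidate explanation, with a common biological coefficient of variation of 0.183 in the Dicer comparison and 0.155 in the Dgcr8 comparison. The slope of 0.62 between the log2 fold changes is a further difference, with an SD of the log2 fold changes in Dicer iKO of 0.727 times that in Dgcr8 iKO. A larger spread between replicates would widen these values, so it does not account for the difference alone.

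Per3 also fell in crushed nerves, with log2 fold changes of -1.85 against contralateral and -1.57 against uncrushed nerves. Time of collection is not a ready explanation there if, as the methods state, contralateral nerves were harvested in parallel. Of 8 other clock genes, 6 changed against contralateral nerves in the direction that goes with a falling Per3, 4 of them past the adjusted p limit. Against uncrushed nerves 5 of the 8 did, all past that limit, and the rest passed it in the opposite direction.

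More genes passed as downregulated against uncrushed than against contralateral nerves, and 1237 of the former are not protein-coding. A larger non-coding share of the uncrushed libraries may contribute. It was 21.3% ± 2.97 (SD, n = 3) in uncrushed and 17.1% ± 1.36 (SD, n = 4) in contralateral nerves (two-sided exact permutation test, p = 0.0286, the smallest that 3 against 4 allow). What raised this share was not tested.

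Gm42418, the gene matched to Rn18s-rs5, rose in crushed nerves. Genes annotated as ribosomal RNA, mitochondrial ones included, took a mean of 15.7% of the counts at 3 dpc (13.7% to 17.4%, n = 4). In contralateral nerves they took 13.1% (12.2% to 14.0%, n = 4), a difference that a two-sided exact permutation test did not separate (p = 0.0857). That result does not exclude a rise of this general share. In uncrushed nerves (n = 3), however, the mean ribosomal share was 14.8% with Gm42418 at 1.73%, against 4.25% for Gm42418 at 3 dpc. This annotated share therefore does not account for the rise of Gm42418 in full. It includes mitochondrial ribosomal RNA, of which mt-Rnr2 alone took 6.98% to 8.42% of the counts at 3 dpc. The share thus cannot tell whether other residual ribosomal RNA rose along with Gm42418. No biological explanation was tested.

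Contralateral and uncrushed nerves differed for more genes at an unadjusted p under 0.05 than chance gives. A response to glucocorticoids after surgery was tested with 18 responsive genes, whose shift in contralateral nerves relative to other genes was -0.24, opposite to such a response (limma's camera, BH-adjusted p = 0.310 in a family of 1 test). Of the 18 genes, 5 were higher. The difference is unexplained.

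Ifi202b had 0 counts in the 3 Dicer iKO libraries and was present in the 3 Dicer controls. A chromosome region of another strain may be involved: of 149 genes tested within 10 Mb, 42 passed the adjusted p limit in Dicer iKO, against 2721 of 12895 other genes (odds ratio 1.47, two-sided Fisher's exact p = 0.0431). The excess is small, neighbouring genes are not independent, and the Dgcr8 controls also had 0 counts of Ifi202b, so presence or absence follows neither genotype alone.

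Of 20 macrophage markers, 20 were higher in Dicer iKO and 20 in Dgcr8 iKO than in the controls, by a median of 2.49 and 3.23 relative to other genes, and 17 and 18 were upregulated. With the inter-gene correlation estimated from the data, the shift did not pass (camera with BH adjustment, adjusted p = 0.237 in each mutant). RNA from macrophages may thus contribute to the genes induced in both mutants, but the libraries of whole nerves cannot tell this apart from induction within Schwann cells, and the test does not decide it.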
